# Thyroid hormone receptor beta (THRB) dependent regulation of diurnal hepatic lipid metabolism in adult male mice

**DOI:** 10.1038/s44324-024-00023-4

**Published:** 2024-08-13

**Authors:** Leonardo Vinicius Monteiro de Assis, Lisbeth Harder, Julica Inderhees, Olaf Jöhren, Jens Mittag, Henrik Oster

**Keywords:** Physiology, Metabolism, Systems biology, Endocrinology

## Abstract

Thyroid hormones (THs) are critical regulators of systemic energy metabolism and homeostasis. In the liver, high TH action protects against steatosis by enhancing cholesterol and triglyceride turnover, with thyroid hormone receptor beta (THRB) signaling playing a pivotal role. This study probed the potential interaction between THRB action and another critical regulator of liver energy metabolism, the circadian clock. Liver transcriptome analysis of THRB deficient (THRB^KO^) mice under normal chow conditions revealed a modest impact of THRB deletion. Temporal transcriptome and lipidome profiling uncovered significant alterations in diurnal metabolic rhythms attributable to THRB deficiency pointing to a pro-steatotic state with elevated levels of cholesterol, tri- and diacylglycerides, and fatty acids. These findings were confirmed by THRB agonization in hepatocytes under steatosis-promoting conditions in vitro. Integration of transcriptome profiles from THRB^KO^ mice and mice with induced high or low TH action identified a subset of TH responsive but THRB insensitive genes implicated in immune processes. In summary, our study reveals a complex time-of-day dependent interaction of different TH-related signals in the regulation of liver physiology indicating an opportunity for chronopharmacological approaches to TH/THRB manipulation in fatty liver diseases.

## Introduction

Thyroid hormones (THs)—thyroxine (T_4_) and its main biologically active derivative, 3,3’,5-triiodothyronine (T_3_)—regulate systemic energy homeostasis through transcriptional programs in metabolic tissues. TH action in target tissues mainly stems from T_3_ binding to nuclear hormone receptors alpha and beta (THRA and THRB—the latter being the predominantly expressed form in liver). Upon T_3_ binding, transcriptional co-factors are recruited and target gene transcription is initiated^1–4^. In the liver, THs stimulate lipogenesis and triglyceride storage, lipid breakdown by boosting β-oxidation, and ATP generation by targeting β-oxidation-derived acetyl-CoA to the TCA cycle. THs further modulate cholesterol metabolism by augmenting its biosynthesis, serum uptake, and conversion into bile acids. Overall, an elevated liver TH state results in reduced fatty acid and cholesterol levels, thus making it an attractive pharmacological target for the treatment of metabolic dysfunction associated steatotic liver disease (MASLD), previously known as non-alcoholic fatty liver disease (NAFLD)^5,6^.

Temporal regulation of physiological functions is vital for an organism’s adaptation to cyclic environmental changes. Animals have developed a so-called circadian timing system capable of detecting and predicting external daytime and adjusting physiological processes accordingly. At the molecular level, the circadian system is based on a set of interlocked transcriptional and translational feedback loops that drive rhythmic expression of tissue-specific clock target genes^7,8^.

Many endocrine signals, such as cortisol or melatonin, exhibit marked circadian secretion patterns^9,10^. However, to which extent THs are subject to circadian control is still debated. Previous studies show that blood T_3_ and T_4_ levels show no or only weak circadian variations. At the same time, however, substantial circadian alterations in systemic energy state, and in hepatic transcriptome regulation—including TH target genes involved in fatty acid and cholesterol metabolism—have been observed. Interestingly, changes in TH state have only minor effects on the regulation of the hepatic diurnal clock machinery^11^.

In this study, we investigated the role of THRB as the primary liver TH receptor isoform in regulating diurnal transcriptome and lipidome rhythms in this organ. Our findings indicate an interplay between the diurnal clock and hepatic TH action. Loss of THRB led to a combination of baseline and phasing effects in the transcriptional signature of metabolic processes indicative of a pro-steatotic state. In line with this, lack of THRB significantly impacted the diurnal lipidome of the liver with a net-increase in fatty acid and cholesterol levels. In vitro agonization of THRB in steatotic hepatocytes confirmed this role of THRB action as therapeutic target for MASLD.

## Results

### Loss of THRB has modest effects on liver transcriptome state

To evaluate the consequence of impaired THRB signaling on liver physiology, we used a knockout model in which the DNA binding activity of THRB is impaired^12,13^. Adult male control (THRB^+/−^, herein THRB^WT^) and *Thrb* knockout mice (THRB^KO^) were kept under a standard 24-hour light:dark cycle and received a regular chow diet and water ad libitum. 

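*Thrb* lies on chromosome 14 of GRCm38 from 17660261 to 18038090. Its transcript was counted in every library, at 28.9 ± 3.69 CPM (counts scaled to equal library size; SD, n = 18) in THRB WT mice, with a range of 24.3 to 38.5, and at 31.5 ± 2.70 CPM (SD, n = 18) in THRB KO mice, with a range of 26.2 to 37.7. The log2 fold change of *Thrb* was 0.13 (standard error 0.053, adjusted p = 0.309 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and sampling time in the model). Counts per gene do not separate transcripts with the altered exon from others, so the level of *Thrb* gave no check of which library belongs to which genotype. The control mice are heterozygous for the altered allele and the knockout mice are homozygous. The data comprised 36 liver libraries, 18 per genotype, with 3 mice per genotype at each of ZT2, ZT6, ZT10, ZT14, ZT18 and ZT22 (zeitgeber time, hours after lights on). The authors mapped the paired-end reads of poly-A selected, non-directional libraries to GRCm38 with HISAT2, counted the reads of each gene with FeatureCounts and deposited these counts without normalization. Total counts per library ranged from 29063273 to 39913574 in THRB WT mice, with a median of 33540565, and from 31008555 to 42530551 in THRB KO mice, with a median of 34190848. These totals count reads on genes, and both medians are lower than the number of sequenced reads per sample that the paper states. Log2 total counts did not differ between genotypes (two-sided permutation test within sampling times, p = 0.113). The RNA integrity number was 7.48 ± 0.33 (SD, n = 18) in THRB WT and 7.56 ± 0.42 (SD, n = 18) in THRB KO mice. The 10 most counted genes took from 14.7% to 18.5% of the counts of a library. Mice of the same genotype and sampling time differed by more than the sampling noise, with a chi-square per gene from 32.7 to 136 between 2 libraries, so no library was a repeat of another of its genotype and sampling time. Counts were scaled by edgeR's TMM factors, which ranged from 0.941 to 1.06. The libraries are not strand-specific, so genes that overlap on opposite strands share reads, and reads of near-identical copies of a gene can be split between them.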

Mice were culled at 4-hour intervals for 24 h, and liver samples were subjected to RNA sequencing. To achieve a time-of-day independent comparison of the transcriptome state between both genotypes, all sampling points were pooled (Fig. 1A, upper panel). 

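With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 65 of the 17994 tested genes had an adjusted p under 0.05, of which 37 were higher and 28 lower in THRB KO livers. The mice at each sampling time carry the letters a, b and c in each genotype. Without the mice of letter a, 16 genes passed, without those of letter b 24, and without those of letter c 21. With mice of the same sampling time and letter taken as pairs, 387 genes passed. Whether the letters pair the mice stays open. *Dio1*, a deiodinase gene on chromosome 4 of GRCm38 from 107291465 to 107307169, had 94.4 ± 32.0 CPM (SD, n = 18) in THRB WT and 48.3 ± 12.3 CPM (SD, n = 18) in THRB KO livers. Its log2 fold change was -0.97 (standard error 0.139, adjusted p = 4.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its mean was lower in THRB KO mice at 6 of 6 sampling times. With the mice of each letter left out in turn and sampling time in the model, the log2 fold change stayed between -1.03 and -0.86. *Lrp2*, on chromosome 2 from 69424340 to 69586065, had 1.70 ± 0.594 CPM (SD, n = 18) in THRB WT and 2.91 ± 1.56 CPM (SD, n = 18) in THRB KO livers, with a higher mean at 6 of 6 sampling times. Its log2 fold change of 0.77 (standard error 0.202) had an adjusted p of 0.0946 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with the sampling times pooled. With sampling time in the model it was 0.71 (standard error 0.183, adjusted p = 0.0454), and without the mice of letter a, b or c the adjusted p from the same test lay between 0.0895 and 0.505. Of the 26 genes labelled in Fig. 1B, 24 had an adjusted p under 0.05 in the pooled comparison and all 26 had the direction shown there, 14 higher and 12 lower. The exceptions were *Lrp2* and *Cyp2a22* (log2 fold change 1.45, adjusted p = 0.119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the labelled genes, *Nkiras1* and *Nid2* lie within 20 Mb of *Thrb*, and *Gm6123* is a pseudogene with 97.0% identity to *Pdhb*, which lies there too.

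**Figure D1:**
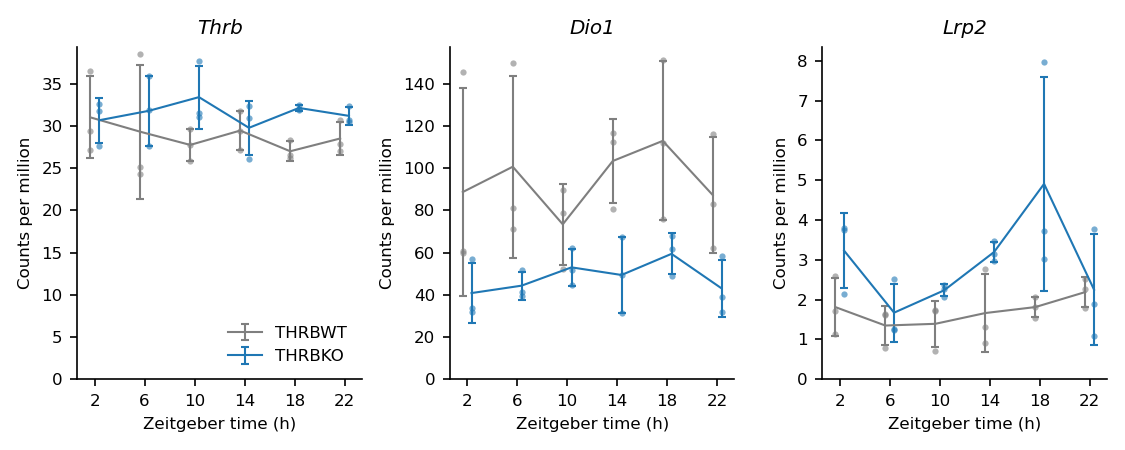
CPM of *Thrb*, *Dio1* and *Lrp2* against zeitgeber time in hours. Points are single mice, and lines and bars are the mean ± SD of 3 mice for THRB WT (grey) and THRB KO (blue); the mean of *Dio1* is lower and that of *Lrp2* higher in THRB KO mice at 6 of 6 sampling times.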

A total of 99 differently expressed genes (DEGs; up *n* = 50; down *n* = 49) were identified in THRB^KO^ livers, including the TH modulator *Dio1* (down) and the lipoprotein receptor *Lrp2* (up) (Fig. 1B, Supplementary Data 1). 

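Of the genes that differed between THRB WT and THRB KO livers with all sampling times pooled, 24 had an adjusted p under 0.01 and 19 under 0.001. DESeq2's Wald test gave 60 and 26 genes at these thresholds. With the mice of letter a, b or c left out there were from 13 to 15 and from 5 to 6 genes. At an unadjusted p under 0.05 there were 1259 genes. The mice with low or high TH activity were not analysed here.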

Compared against DEGs from previous studies in mice with systemically low (methimazole plus potassium perchlorate treatment; MMI^14^) or high (0.5 mg/mL supplementation of T_3_^11^) TH activity, the extent of regulation in THRB^KO^ mice was relatively modest, suggesting THRB-independent effects of TH action on liver transcription regardless of statistical thresholds (Fig. 1C). Importantly, the same conclusions were reached when considering the factor time when assessing DEGs in either THRB^KO^, MMI, or T_3_ datasets. In this refined analysis, a total of 306 DEGs were identified in THRB^KO^ mice. 

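With sampling time as a factor, 171 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 91 higher and 80 lower in THRB KO livers, and 2169 had an unadjusted p under 0.05. Of the 175 genes past the threshold with or without the factor, 61 were past it in both. Leaving out the mice of letter a, b or c gave 40, 81 and 68 genes, and taking mice of the same sampling time and letter as pairs gave 387. The genes with the largest changes were taken by a rule, and the adjusted p-values given for them are from the same test. *Cyp2b9* (chromosome 7, 26173411 to 26210661) rose from 1.45 ± 2.66 to 14.2 ± 26.9 CPM (SD, n = 18 each), a log2 fold change of 3.17 (standard error 0.675, adjusted p = 0.00967). Its adjusted p was 0.327 without the mice of letter a and 0.103 without those of letter c. *9030619P08Rik*, a transcribed pseudogene on chromosome 15 (75427606 to 75431829), rose from 9.44 ± 3.87 to 60.8 ± 19.3 CPM (SD, n = 18 each), a log2 fold change of 2.73 (standard error 0.181, adjusted p = 1.1e-12). *1810053B23Rik* had a log2 fold change of 2.41 (adjusted p = 2.6e-06), *Trhde* of 1.36 (adjusted p = 9.8e-05) and *Abcd2* of 1.07 (adjusted p = 5.9e-04, and 0.0577 without the mice of letter c). *Gm3839* (chromosome 14, 11280735 to 11356726) had from 4.24 to 11.6 CPM in THRB WT mice and 1.23 ± 1.88 CPM (SD, n = 18) in THRB KO mice, a log2 fold change of -2.97 (standard error 0.231, adjusted p = 7.1e-11). It lies 6.30 Mb from *Thrb*, in a region where such genes were more frequent than elsewhere, and 1 THRB KO mouse had 8.72 CPM, within the range of THRB WT mice. *Mup9*, whose reads can be shared with its near-identical paralogs, had a log2 fold change of -1.76 (adjusted p = 0.00231), and of -0.94 (adjusted p = 0.449) without the mice of letter a. *Acsm2* had a log2 fold change of -1.13 (adjusted p = 1.4e-04, and 0.0874 without the mice of letter a), *Cib3* of -1.12 (adjusted p = 0.00806, and 0.208 without the mice of letter b and 0.0541 without those of letter a) and *Gna14* of -1.03 (adjusted p = 7.0e-04). For these 10 genes the mean differed in the same direction at 6 of 6 sampling times, which the rule required.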

Interestingly, approximately half of these transcripts were exclusively identified in THRB^KO^ livers, while the other half was present in livers from MMI or T_3_ mice (Supplementary Fig. 1A, B; Supplementary Data 1).

**Fig. 1:**
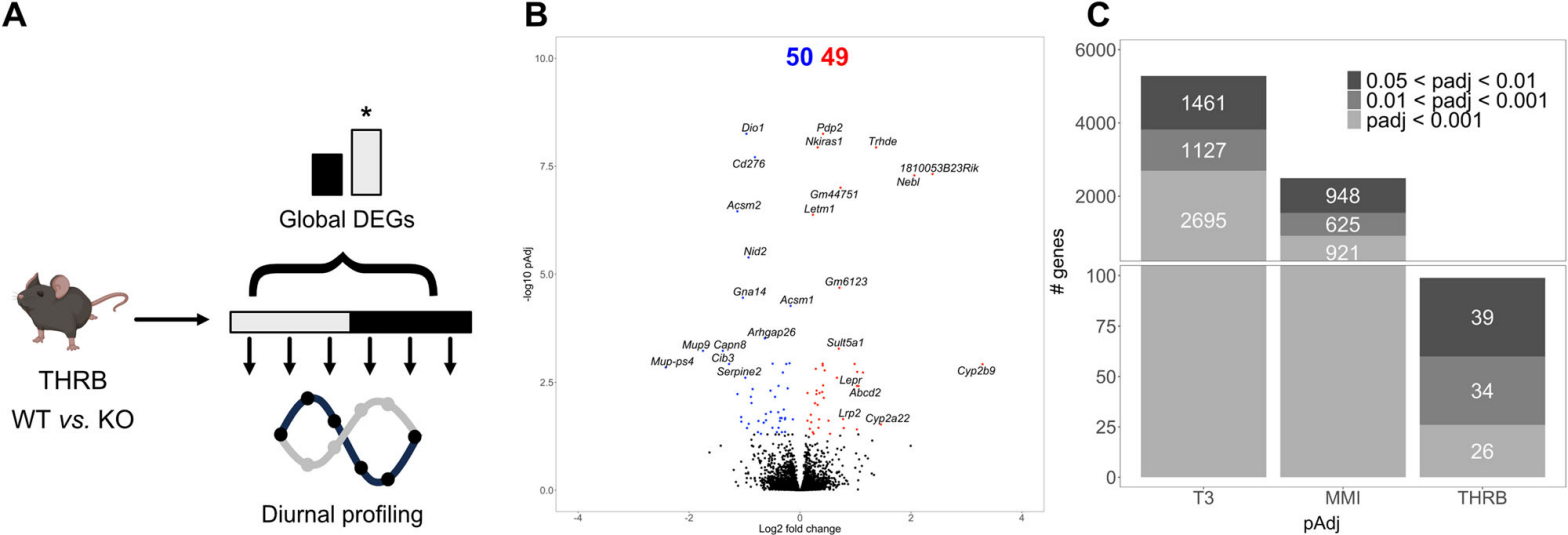
Deletion of THRB has only modest overall effects on the liver transcriptome. **A** Experimental design and modes of DEG analysis. **B** Volcano plot of global differentially expressed genes (i.e., DEGs irrespective of sampling time; *p*adj < 0.05). Red and blue represent significantly UP- and DOWN-regulated genes, respectively. **C** Comparison of global DEG numbers between livers from T_3_- and MMI-treated and THRB-deficient animals stratified for significance threshold. *N* = 3 independent samples per time point and condition for THRB^WT^ and THRB^KO^ mice. The mouse picture described in A was obtained from Biorender.

### Loss of THRB alters diurnal phase of liver biological processes and transcript rhythms

To get more insight into the effects of THRB deletion on liver transcription, we stratified our data for sampling times and analyzed changes in diurnal rhythm parameters (Fig. 1A, lower panel). A combination of complementary algorithms (JTK cycle, Metacycle, DryR, and CircaN) was used to assess diurnal rhythmicity in transcript regulation, enhancing reliability and mitigating specific limitations inherent to each individual method^15^. 

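The rhythm of each gene was tested here by 3 methods within each genotype, each with a period of 24 h and 18 libraries. JTK_CYCLE and a cosinor F test were run on variance-stabilized counts (VST, a log2-like scale), and edgeR's quasi-likelihood test of sine and cosine terms was run on the counts. A gene was taken as rhythmic when at least 1 of the 3 gave an unadjusted p under 0.01, after the paper's rule. MetaCycle, DryR and CircaN were not used here.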

Genes identified in at least one method were considered as rhythmically expressed. This approach identified 9746 and 9271 genes showing significant diurnal regulation in THRB^WT^ and THRB^KO^ liver samples, respectively (Fig. 2A; Supplementary Data 2). 

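By this rule 5709 genes were rhythmic in THRB WT and 5099 in THRB KO livers. Of these, 3669 were rhythmic in both genotypes, 2040 in THRB WT alone and 1430 in THRB KO alone, or 7139 in either. JTK_CYCLE called 4480 genes in THRB WT and 3858 in THRB KO livers, the cosinor 5126 and 4508, and edgeR's test 5260 and 4679. The number of calls moved most when the mice of letter c were left out, to 3695 in THRB WT and 3179 in THRB KO livers, with 1914 in both. With letter a left out the numbers were 4305, 3425 and 2167, and without those of letter b 4234, 3729 and 2426. These fits have 12 libraries per genotype in place of 18. A gene that passed in a single genotype is not thereby shown to differ between genotypes.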

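The peak time of each gene rhythmic in a single genotype was taken from the cosinor. Of the 2040 genes rhythmic in THRB WT livers alone, 623 (30.5%, 95% Wilson confidence interval 28.6% to 32.6%) peaked from ZT12 to ZT18. The shares of the other 6-h windows were 22.4% for ZT0 to ZT6, 21.8% for ZT6 to ZT12 and 25.3% for ZT18 to ZT24. Of the 1430 genes rhythmic in THRB KO livers alone, 289 (20.2%, 95% Wilson confidence interval 18.2% to 22.4%) peaked from ZT12 to ZT18, against 21.4%, 26.8% and 31.6% in the other windows in the same order. With genes of an amplitude of at least 0.2 alone, the share from ZT12 to ZT18 was 33.4% in THRB WT and 18.3% in THRB KO livers. The intervals treat genes as independent, which they are not.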

Notably, peak phase distributions of all exclusive rhythmic genes for each group of diurnal genes were consistent across genotypes, with the lowest activity in the first half of the dark phase (ZT12-18; Fig. 2B).

**Fig. 2:**
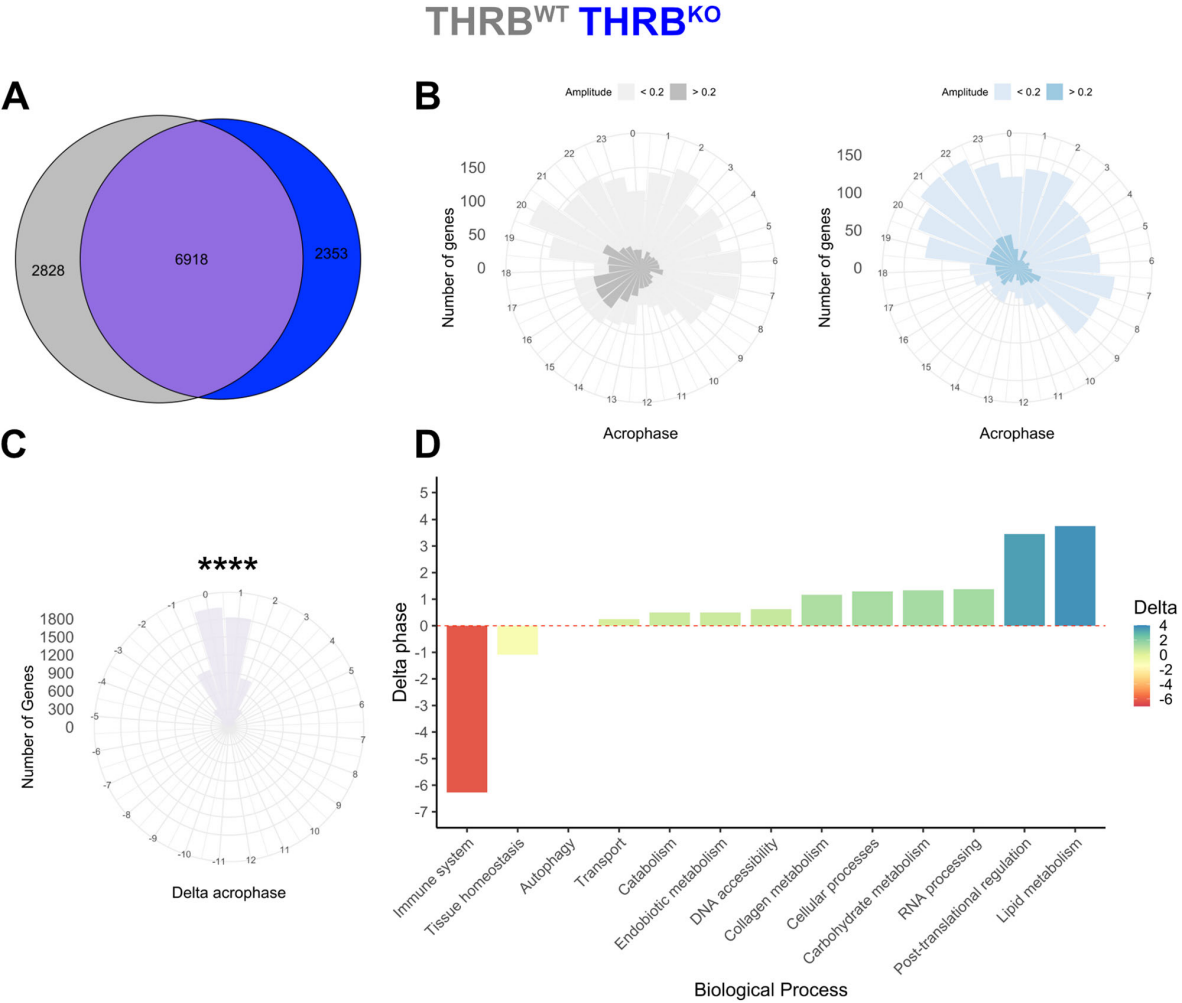
Loss of THRB temporally segregates liver immune system and metabolism-associated transcripts. **A** Rhythmic genes after diurnal profiling (using JTK_cycle, Metacycle, DyrR, and CircaN) are shown in a Venn diagram for THRB^WT^ (grey) and THRB^KO^ livers (blue). Acrophase distribution of exclusive rhythmic transcripts in livers of THRB^WT^ and THRB^KO^ livers (**B**) and phase difference for robustly rhythmic genes between both genotypes (**C**). **D** THRB-dependent acrophase shifts of rhythmic transcripts of different physiological processes are depicted. ****p < 0.0001. *N* = 3 independent samples per time point and condition.

For those genes with significant rhythmicity in both genotypes, we observed a slight but significant phase delay of 0.4 hours in THRB^KO^ compared to THRB^WT^ livers (Fig. 2B, C). 

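Over the 3669 genes rhythmic in both genotypes, the circular mean of the peak time in THRB KO minus that in THRB WT livers was 0.399 h, and 66.9% of the genes peaked later in THRB KO livers. The quartiles of the single genes were -0.236 h and 1.02 h. Genes of one liver share its timing, so the genotypes were also regrouped within sampling times. Of 100 regroupings, the real one included, 15 gave a mean at least as large in size (p = 0.15, two-sided permutation test). The SD of the mean over the regroupings was 0.263 h and the largest other mean was 0.716 h in size. The regroupings ignore the letters, so this comparison holds only if the letters do not pair the mice. When letter c was left out the mean was 0.0746 h, and 76 of 100 regroupings gave as large a value. It was 0.540 h without the mice of letter a and 0.463 h without those of letter b, with 3 and 6 of 100 regroupings as large.

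**Figure D2:**
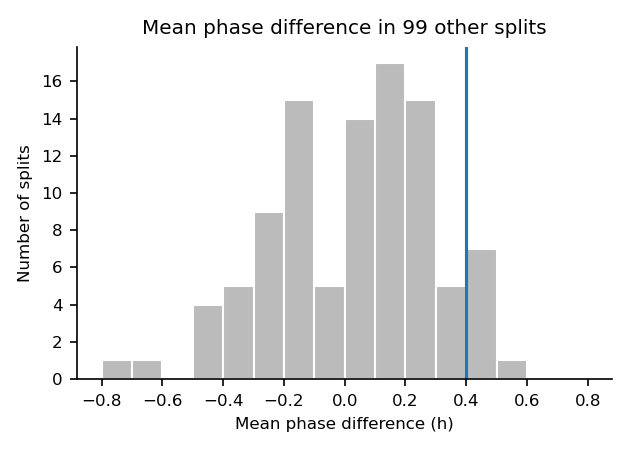
Number of regroupings of the mice (vertical axis) by their mean phase difference in hours (horizontal axis). Grey bars are the 99 other regroupings of genotype within sampling times and the blue line is the real grouping at 0.399 h; 14 of the others lie as far from 0.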

Using the phase set enrichment analysis (PSEA) algorithm^16^, we further assessed the impact of THRB on the timing of specific biological processes. Based on the overall median of the genes enriched in a biological process, an overall activity phase for a biological process was estimated. Similar processes were manually combined and averaged into broader biological categories to simplify the data. This approach yielded a general delay of up to 3.5 h in expression rhythms associated with metabolism while immune system-related processes showed a marked advance of around 6 h in THRB^KO^ mice (Fig. 2D; Supplementary Data 2).

### Loss of THRB alters diurnal rhythms of fatty acid and cholesterol metabolism

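Whether the effect of genotype varied with sampling time was first tested with the 5 interaction coefficients in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No gene had an adjusted p under 0.05, that is 0 of the genes tested, and 484 had an unadjusted p under 0.05. The number past the threshold was also 0 when the mice of letter a, b or c were left out, with 777, 342 and 405 genes at an unadjusted p under 0.05. On simulated counts of the same size, this test recovered 77.0% of 200 genes with a log2 fold change of 2 or -2 at 3 of 6 sampling times, so smaller differences could pass undetected.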

For a more detailed analysis of diurnal deregulation in THRB-deficient livers, we directly compared transcript rhythm parameters between both genotypes. CircaCompare^17^ analysis identified 1446, 314, and 369 genes with changes in mesor (baseline expression), amplitude (time-of-day dependent variation), and acrophase (time of peak expression), respectively, termed as *differentially rhythmic genes* (DRGs, Fig. 3A; Supplementary Fig. 1; Supplementary Data 3). 

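CircaCompare's model, a cosinor per genotype fitted jointly with a Wald test of each parameter's difference (30 residual degrees of freedom), was applied to the VST values of the 36 libraries. At an unadjusted p under 0.05, 931 of the 7139 genes rhythmic in at least 1 genotype differed in mesor (13.0%) and 302 in amplitude (4.23%). Of the genes rhythmic in both, 165 differed in peak time (4.50%). Where the test is exact, 5% of genes without a difference pass such a threshold. On simulated values 4.93%, 4.97% and 5.16% did so for mesor, amplitude and phase. Every simulated gene had a rhythm with an amplitude of 3 residual SDs. Weaker rhythms were not simulated, so these shares need not hold for the amplitude and phase of weakly rhythmic genes. With all tested genes in place of the rhythmic ones the numbers rose to 2011 for mesor, 322 for amplitude and 1292 for phase. Without the mice of letter a, b or c, 494, 771 and 485 genes differed in mesor, 336, 203 and 275 in amplitude and 167, 89 and 94 in phase. With mice of the same sampling time and letter taken as pairs, 1370 genes differed in mesor.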

Changes in mesor or amplitude were determined for genes rhythmic in at least one, while phase difference was determined only for genes rhythmic in both conditions^11^. Loss of THRB affected liver transcriptome rhythms predominantly at the mesor level (764 mesor up and 682 mesor down) with slightly lower numbers for phase (98 advanced and 271 delayed genes) and amplitude (207 and 107 genes with lower and higher amplitude, respectively) (Fig. 3A). 

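Of the mesor differences, 549 were higher and 382 lower in THRB KO livers. The amplitude was higher in THRB KO livers for 96 genes and lower for 206, and the peak was later for 138 genes and earlier for 27. Fits that leave out letter c put the peak later for 59 genes and earlier for 35. The numbers were 146 and 21 without the mice of letter a, and 78 and 11 without those of letter b. edgeR's model with sine, cosine and genotype terms on the counts gave 930 genes with a difference in mesor, 546 higher and 384 lower.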

Enrichment analysis of DRG classes for biological processes revealed a complex regulation at the transcriptome level in the absence of THRB. For instance, DRGs with reduced and increased mesor enriched for mRNA catabolic processes and phosphorylation, respectively. Conversely, DRGs with reduced amplitudes enriched for AKT pathways (PI3K pathway and AKT signaling), protein ubiquitination, and response to glucose. DRGs with increased amplitude, on the other hand, were enriched for transcriptional regulation, proteolysis, and protein kinase activity (Fig. 3B; Supplementary Data 3). Most strikingly, diurnal profiling allowed us to identify a dual regulation at the mesor level for transcripts associated with fatty acid and cholesterol regulation. Enrichment analysis of DRGs with increased mesor effect enriched for cholesterol and bile acid metabolism (*Acnat2, Abcb11, Akr1d1, Baat, Cyp7a1*, *Npc1*, *Slc27a2, Hmgcs2, Vldlr*) as well as fatty acid metabolism and beta-oxidation (*Abcd2*, *Acox2, Acot3, Acot12, Cpt1a, Ehhadh, Slc27a2*). Conversely, mesor down DRGs enriched for acyl-coA biosynthesis, hydrolysis, and fatty acid transport (*Acsm1*, *Acsm2*, *Acaa1a*, *Abhd6, Acox3, Fabp1*, *Fabp2*, *Slc27a3*, *Slc27a4*) (Fig. 3B). These analyses predicted that DRGs with increased mesor favor higher fatty acid synthesis and oxidation (*Acox2*, *Acnat2, Acad11*, *Acot3, Acot12*, *Cpt1a, Ehhadh*, *Scd2*, *Slc27a2*, *Hsd17b4, Hpgd*) whereas DRGs with reduced mesor point to a decreased fatty acid breakdown and transport (*Acsm1*, *Acsm2*, *Acot6*, *Acox3*, *Abhd6*, *Fabp1*, *Fabp2*, *Mboat1, Slc27a3*, *Slc27a4*). 

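For each mouse the VST values of a gene list were averaged after subtracting each gene's mean in THRB WT mice. The 9 cholesterol and bile acid genes were higher in THRB KO livers by 0.31 on this log2 scale, with an SD between mice of 0.135 in THRB WT and 0.172 in THRB KO (n = 18 each). The 7 genes of fatty acid metabolism and beta-oxidation were higher by 0.35, with an SD of 0.290 in THRB WT and 0.323 in THRB KO (n = 18 each). For both lists p was 1e-05 (two-sided permutation test of genotype within sampling times), the smallest that 100000 resamples can give, and the mean was higher at 6 of 6 sampling times. Every gene of both lists had an unadjusted mesor p under 0.05, and the number adjusted over the list alone was again 9 and 7. The study chose the genes by this test on these mice, so neither the list means nor these numbers are independent evidence. Adjusted over all tested genes, *Abcb11* was past the threshold in the first list (log2 fold change 0.20, standard error 0.050, adjusted p = 0.0324 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out the mice of letter a, b or c put its adjusted p between 0.0565 and 0.599. In the second list *Abcd2* and *Acox2* were past the threshold. *Acox2* (log2 fold change 0.21, adjusted p = 0.0396) lies 9.40 Mb from *Thrb*, and its adjusted p from the same test was between 0.155 and 0.216 with the mice of each letter left out in turn. The largest mesor differences were 1.00 for *Abcd2* (standard error 0.187, p = 8.5e-06), 0.67 for *Cyp7a1* (standard error 0.223, p = 0.00509) and 0.61 for *Vldlr* (standard error 0.173, p = 0.00138). Leaving out letters a, b or c in turn, the list mean stayed between 0.27 and 0.38 for cholesterol and bile acid genes and between 0.33 and 0.37 for fatty acid oxidation genes.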

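The mean over the 9 acyl-CoA and fatty acid transport genes was lower in THRB KO livers by a VST difference of -0.23. The SD between mice was 0.0963 in THRB WT and 0.102 in THRB KO (n = 18 each). A two-sided permutation test gave p = 1e-05, again the smallest value possible. This list mean was lower at 6 of 6 sampling times. All 9 had an unadjusted mesor p under 0.05, and 9 when adjusted over the list alone, for genes chosen by the study on these mice. *Acsm1*, *Acsm2* and *Abhd6* were also past the threshold over all tested genes. With the mice of a letter left out, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment reached 0.198 for *Acsm1* and 0.0521 for *Abhd6*, and *Acsm2* also lost the call in such a fit. *Acsm1* fell from 417 ± 21.7 to 371 ± 24.9 CPM (SD, n = 18 each), with a mesor difference of -0.17 (standard error 0.025, p = 1.9e-07). *Acsm2*, its neighbour on chromosome 7, fell from 2.58 ± 0.841 to 1.18 ± 0.550 CPM, with a mesor difference of -0.69 (standard error 0.099, p = 7.9e-08). *Abhd6* fell from 37.3 ± 7.28 to 28.5 ± 6.79 CPM and lies 9.60 Mb from *Thrb*. *Fabp1*, the most counted of the 9, went from 3928 ± 485 to 3596 ± 692 CPM, a mesor difference of -0.14 (standard error 0.059, p = 0.0225). Without *Abhd6* the list difference was -0.21.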

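All 11 genes listed for fatty acid synthesis and oxidation had a higher mesor in THRB KO livers, with a median difference of 0.20 and a range of 0.08 to 0.56 in VST units. All 10 genes listed for fatty acid breakdown and transport had a lower mesor, with a median difference of -0.19 and a range of -0.69 to -0.07. Adjusted over the list alone, 11 and 10 genes had a p under 0.05. The study chose these genes too by this test on these mice, so neither their directions nor these numbers are independent evidence. Over all tested genes, 1 of the 11 (*Acox2*) and 3 of the 10 were past the threshold of edgeR's quasi-likelihood test with sampling time. Of the genes of the lists, 8 of 11 and 5 of 10 were rhythmic in at least 1 genotype by the 3 methods used here.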

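*Baat*, *Akr1d1* and *Npc1* each had a higher mesor in THRB KO livers, by 0.11 (standard error 0.042, p = 0.0154), 0.21 (standard error 0.076, p = 0.00867) and 0.21 (standard error 0.085, p = 0.0216) in VST units. The adjusted p of these 3 genes over all tested genes lay between 0.171 and 0.267 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and sampling time in the model.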

Genes pertaining to cholesterol synthesis and bile acid secretion (*Baat*, *Akr1d1*, *Cyp7a1*, *Hmgcs2*, *Npc1*, *Vldlr*) were identified only in DRGs with increased mesor, which suggests increased cholesterol metabolization and secretion as bile acids (Fig. 3C, D). Diurnal profiling of pathway associated genes confirmed the mesor effects with higher effects towards the end of the dark phase (ZT18-24) (Fig. 3E; Supplementary Data 3). 

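At single sampling times 3 mice are compared with 3, so the smallest p that an exact permutation test can give is 0.1. The cholesterol and bile acid list was higher in THRB KO livers by 0.37, 0.26, 0.20, 0.40, 0.29 and 0.34 in VST units at ZT2, ZT6, ZT10, ZT14, ZT18 and ZT22, with an exact two-sided p of 0.1 at each time except ZT10 (p = 0.3). The fatty acid oxidation list was higher by 0.31, 0.34, 0.33, 0.43, 0.29 and 0.38 in the same order, with an exact p of 0.1 except at ZT14 (p = 0.2) and ZT22 (p = 0.3). The acyl-CoA and fatty acid transport list differed by -0.28, -0.18, -0.13, -0.20, -0.29 and -0.33, with an exact p of 0.1 except at ZT10 (p = 0.2). The difference at ZT18 and ZT22 minus that at the other times was 0.01 for the first list (two-sided permutation test, p = 0.912), -0.01 for the second (p = 0.937) and -0.11 for the third (p = 0.0555). This contrast was chosen after the values by time were seen. From the lists with higher and with lower mesor, the paper proposes a tendency of THRB KO livers towards more fatty acids and cholesterol, which it then examines by lipidomics.

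**Figure D3:**
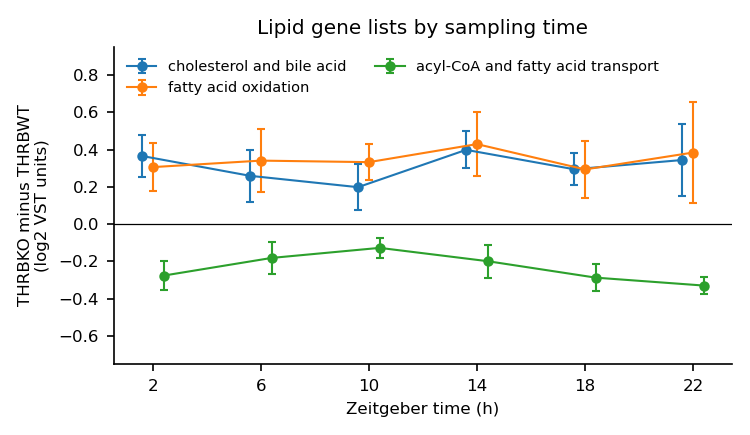
Difference of the list mean between THRB KO and THRB WT mice in log2 VST units against zeitgeber time in hours, for the cholesterol and bile acid, fatty acid oxidation, and acyl-CoA and fatty acid transport genes. Points are the difference of 3 mice from 3 and bars its standard error; the first 2 lists lie above 0 and the third below 0 at 6 of 6 sampling times.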

In summary, detailed diurnal profiling predicted that THRB^KO^ livers would tend towards increased fatty acid and cholesterol levels.

**Fig. 3:**
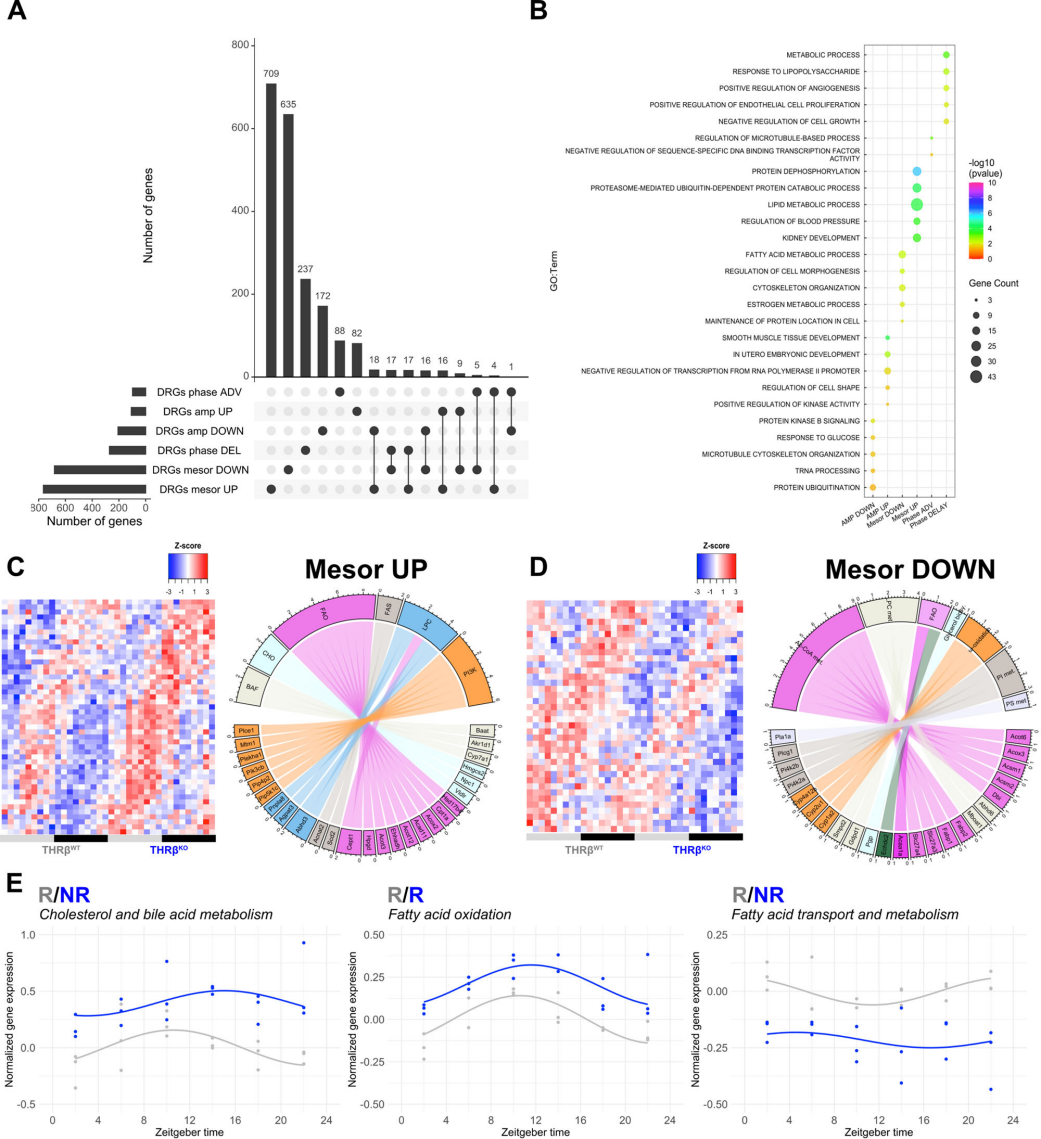
Altered diurnal rhythms in fatty acid and cholesterol metabolism in the liver of THRB^KO^ mice. **A** Diurnal profiling of liver transcripts (using CircaCompare) was performed, and numbers of differentially rhythmic genes (DRGs) are represented as UpSet plot. **B** Enrichment analysis of the top-5 processes for each DRG class (amplitude, phase, mesor) are shown. **C**, **D** Manual curation of lipid metabolism-associated DRGs for mesor was performed and shown as heat maps. Chord plots show gene names and associated biological processes. **E** Genes associated with the biological processes were averaged and plotted across 24 h and diurnal analysis was performed using CircaCompare. BAF bile acid formation, CHO cholesterol metabolism, FAO fatty acid oxidation, FAS fatty acid synthesis, LPC lysophosphatidylcholine, PI3K phosphoinositide 3-kinase, PI and PS phosphatidyl and phosphatidylserine metabolism. *N* = 3 independent samples per time point and condition. R = presence of rhythmicity. NR = absence of rhythmicity.

### Loss of THRB alters liver lipidome rhythms

To test this prediction, we performed diurnal untargeted lipidomic profiling on liver samples from both genotypes. In total, 285 distinct lipid species were detected of which 101 and 107 were significantly rhythmic in THRB^WT^ and THRB^KO^, respectively (Fig. 4A). Assessment of lipid classes showed main genotype differences for ceramides (more rhythmic species in THRB^KO^), phosphatidylethanolamines (more), and diacyl- and triacylglycerides (less rhythmic species in THRB^KO^) (Fig. 4B). No overall phase difference between robustly rhythmic lipids was identified between the genotypes (mean = 0.15 h, *p* = 0.60, Fig. 4C; Supplementary Data 4).

**Fig. 4:**
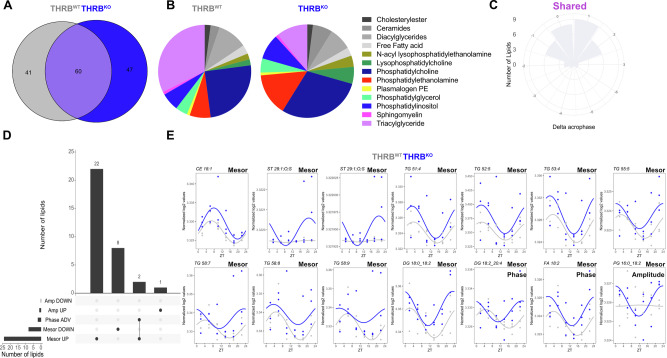
Loss of THRB alters liver lipidome rhythms with increased cholesterol, fatty acids, di- and triglycerides. **A** Rhythmic lipids after diurnal profiling (using JTK_cycle, Metacycle, and CircaN) are shown in a Venn diagram for THRB^WT^ (grey) and THRB^KO^ livers (blue). **B** Distribution of lipid classes identified as rhythmic in THRB^WT^ (left) or THRB^KO^ livers. **C** Rose plot depicting acrophase differences of robustly rhythmic lipids between genotypes. **D** UpSet plot representing numbers of lipids with specific rhythm parameter changes (mesor, amplitude, phase) identified by CircaCompare. **E** Examples of lipids with alterations in specific rhythm parameters. *N* = 3 independent samples per time point and condition.

Detailed comparison of lipid rhythms revealed marked changes mostly at the mesor level (Fig. 4D; Supplementary Data 4). Lipid classes such as phosphatidylcholine (PC 42:2, 31:1, 18:0_22:5, 20:0_20:4, 22:0_20:4), plasmalogen PC (38:2), phosphatidylinositol (PI, 18:0_22:6, 20:0_20:4) showed mesor down effects in THRB^KO^. Increased mesor, in turn, was observed for cholesterol esters and sulfates (CE 18:1, ST 28:1;O;S, ST 29:1;O;S), triacylglycerols (TG 58:9, TG 58:8, TG 53:4, TG 58:7, TG 52:5, TG 55:5, TG 51:4), diacylglycerols (DG 18:1_22:6, DG 18.2_20.2, DG 18.2_20.4, DG 18.1_18.2, DG 18.0_18.2, DG 16.0_18.2), phosphatidylglycerols (PG 18:2_22:6, PG 18:1_22:6, PG 18:1_18:1), free fatty acids (18:2), ceramides (Cer 42:3;2O; Cer 18:1;2O/23:0), and phosphatidylcholines (PC 18:1_20:3, PC 18:1_18:2). Increased rhythm amplitudes were identified for phosphatidylglycerol (PG 16:0_18:2) while a phase advance of ca. 4 h (associated with a mesor increase) was found for two diacylglycerol entities, DG 18:0_18:2 and DG 18:2_20:4, with similar tendencies (*p*-value < 0.1) for TG 60.4 and DG 36.4 (Fig. 4E; Supplementary Fig. 2 and 3; Supplementary Data 4).

In line with transcriptome findings, diurnal lipidomic profiling suggested slightly increased lipid contents (TAG, DAG, free fatty acids, cholesterol) in THRB^KO^ mice. It further identified additional lipid classes, such as PCs, PIs, PGs, and ceramides whose mesor levels were also affected by the absence of THRB. Our findings suggest that loss of THRB results in changes in metabolic rhythms yielding a higher susceptibility to steatogenic stimuli.

### Activation of THRB reduces steatosis in hepatocytes in vitro

To directly assess the role of hepatic THRB action in the regulation of steatosis, we treated AML12 hepatocytes with palmitate with or without pharmacological activation of THRB. Palmitate treatment for 48 hours resulted in consistent levels of steatosis (Fig. 5A, B). Using a highly sensitive flow cytometry approach, we concurrently measured cell death, triglyceride, and cholesterol content at the individual cell level. Palmitate treatment increased cell mortality, which was significantly reversed by co-stimulation with T_3_ or the THRB agonist resmetirom. Remarkably, resmetirom reduced cell death even below baseline levels of the BSA-treated group, underscoring a potent hepatoprotective effect mediated by THRB activation (Fig. 5B, C, left panels). As anticipated, palmitate increased, whereas T_3_ and resmetirom rescued triglyceride and cholesterol levels when compared to BSA controls (Fig. 5B, C, center and right panels). The reduction by T_3_ and resmetirom fully reverted lipid content whereas cholesterol decrease was only partial (Fig. 5C). Collectively, our findings suggest a protective role of THRB in lipid metabolism under steatotic conditions.

**Fig. 5:**
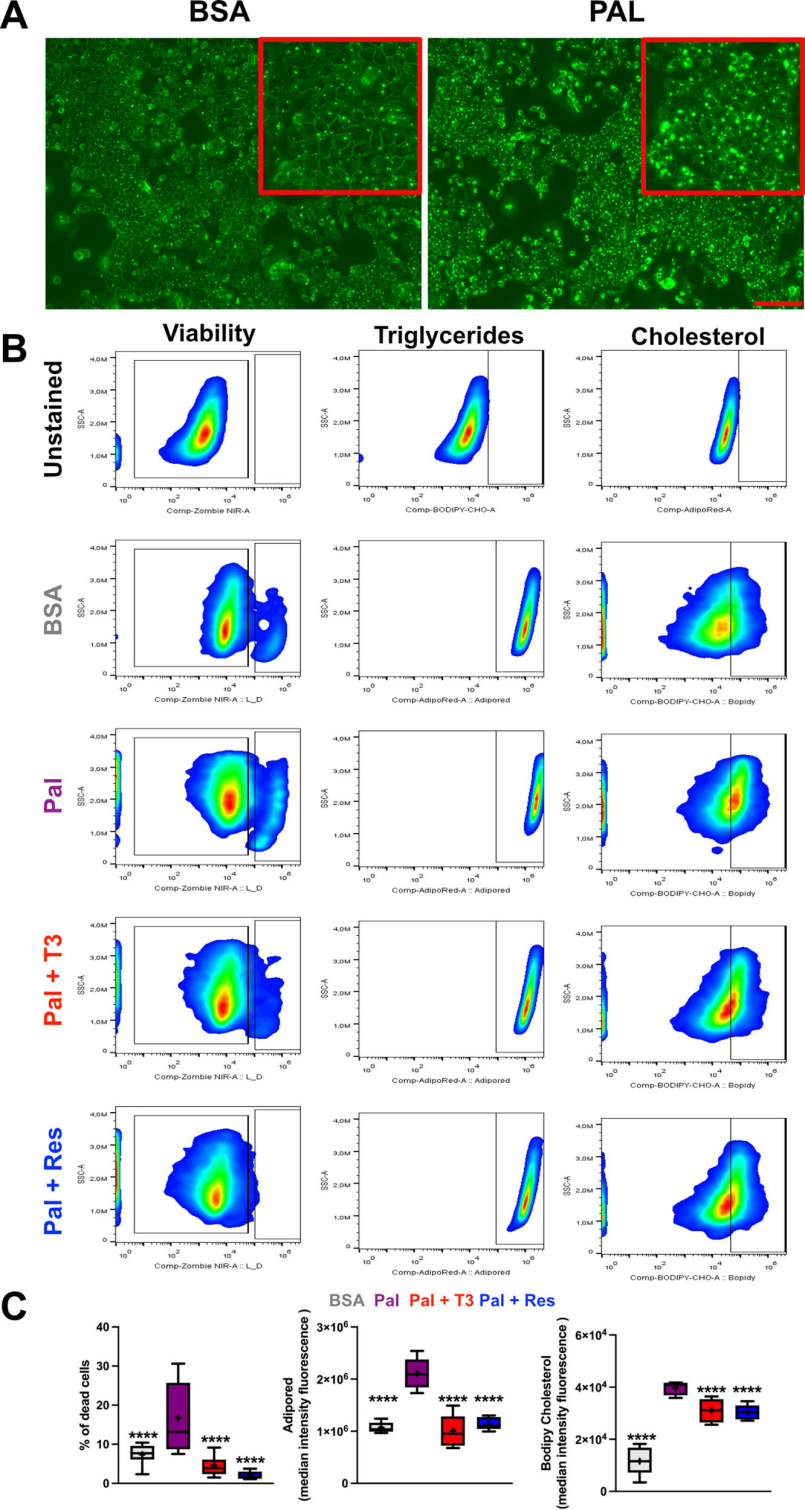
Activation of THRB reduces hepatocyte steatosis in vitro*.* **A** Representative micrographs of AML-12 hepatocyte triglyceride staining (AdipoRed) under control (left) and with palmitate (right). Scale bars depict 100 µm. **B** Gating strategy representing viability, triglyceride and cholesterol signal. **C** Percentage of dead cells and mediant intensity fluorescence (MIF) of lipid -and cholesterol-positive cells. *N* = 5–12 independent samples per condition.

### THRB-independent TH-regulated genes are associated with immune function

Our initial findings suggested that loss of THRB has only moderate effects on overall transcriptome regulation compared to conditions with altered systemic TH state (Fig. 1). THRB is recognized as the primary thyroid hormone receptor in the liver, which is largely attributed to its high prevalence in hepatocytes of the liver parenchyma^18^. While THRA is also expressed in the liver, it has primarily been associated with other cell types^19^. Single-cell RNA sequencing data from the Liver Cell Atlas^20^ supported these findings, indicating that *Thrb* expression is mainly found in hepatocytes and Kupffer cells, while *Thra* is primarily expressed in Kupffer, T, and endothelial cells (Supplementary Fig. 4).

Our data suggested that many genes exhibit increased expression under high-TH conditions while being downregulated under low-TH conditions^11,14^. 

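A list of 277 genes that rise with high and fall with low TH activity, all of them tested, was looked up in the comparison of THRB KO with THRB WT livers. With sampling time in the model, 0 of the 277 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there were 9. With the sampling times pooled there were 0 at every one of these thresholds. The median absolute log2 fold change of the list was 0.06. The study chose the list partly by the absence of a change in these mice, so the 0 is not independent evidence.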

Interestingly, 277 of these putative TH target genes did not show significant alterations in the absence of THRB (Fig. 6A). Enrichment analysis for these TH-regulated but THRB-insensitive genes highlighted several biological processes, such as immune system, inflammation, and lipid and cholesterol metabolism (Fig. 6B, Supplementary Data 4). Targeted pathway analysis confirmed this notion. Interestingly, at the pathway level immune system-associated transcripts showed phase changes in line with previous PSEA data from THRB^KO^ mice (Figs. 6C, 2D). These changes suggest an overall THRB-independent regulation of associated pathways by TH—possibly via THRA—which would be consistent with the predominant expression of THRA in non-hepatocyte cells.

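The 45 genes of the list's term immune system process were centred and averaged per mouse, and a 24-h cosinor was fitted to the mean in each genotype. The peak was at 21.3 h in THRB WT and at 2.63 h in THRB KO livers, so that it came 5.28 h later in THRB KO (standard error 2.56 h, Wald p = 0.0479). Regrouping the genotypes within sampling times 10000 times gave p = 0.124 (two-sided permutation test). The rhythm itself had p = 0.245 in THRB WT and p = 0.0484 in THRB KO livers, so the peak time in THRB WT is poorly defined. The Wald p lay between 0.0881 and 0.532 when the mice of letter a, b or c were left out, with the peak from 4.14 h to 4.78 h later. The 29 genes of the term lipid metabolic process differed by -0.0835 h in peak time (p = 0.968). For the 9 genes of cholesterol metabolic process the difference was 0.347 h (p = 0.575), with a rhythm in both genotypes (p = 4.7e-06 in THRB WT and p = 1.5e-07 in THRB KO).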

**Fig. 6:**
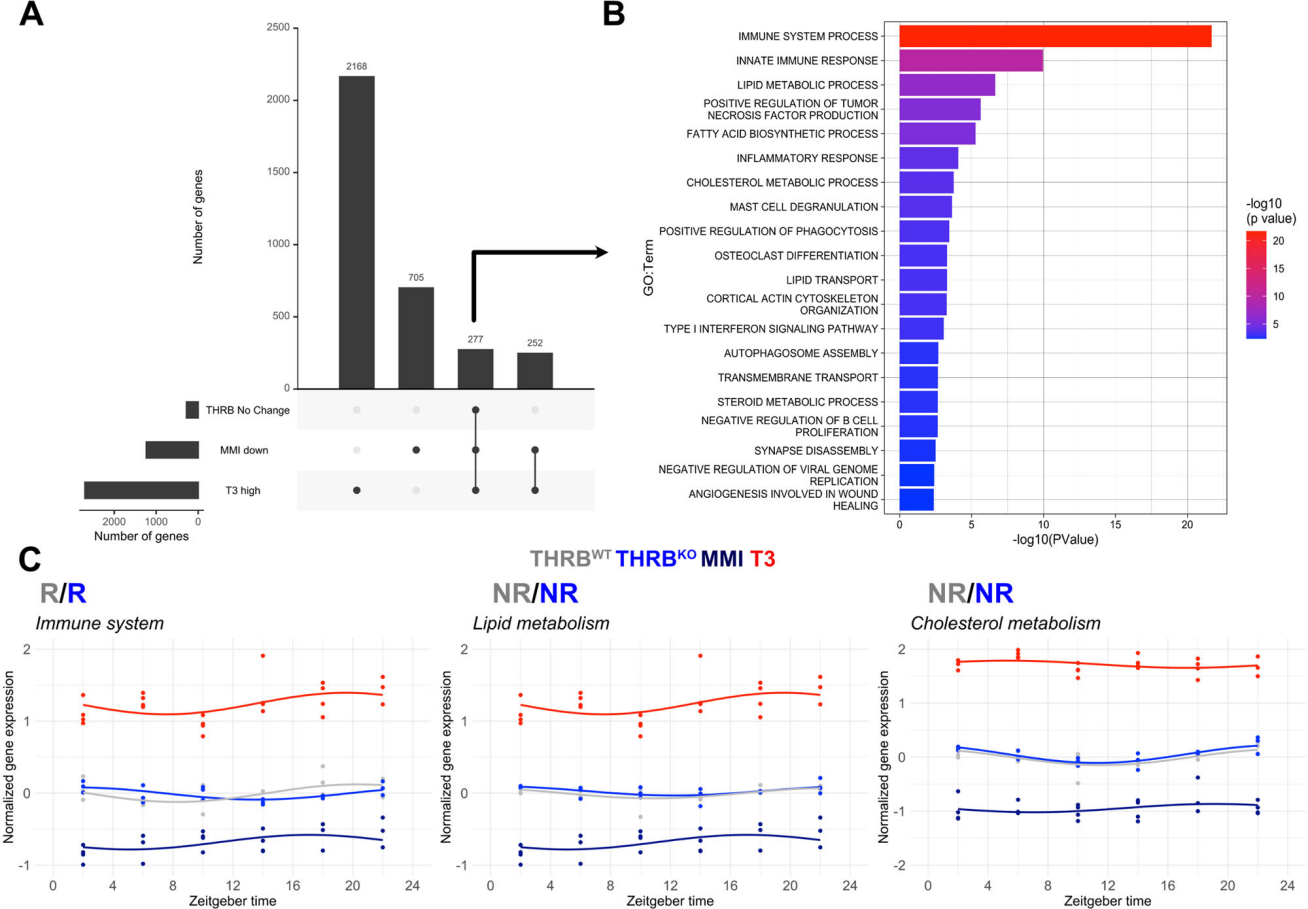
Identification and functional evaluation of THRB-independent thyroid hormone-responsive genes. **A** UpSet plot comparing liver global DEGs down-regulated under low-TH (MMI), up-regulated under high-TH (T_3_), and unchanged in THRB. **B** Enrichment analysis of putative THRB-independent TH targets (*n* = 277). **C** Overall pathway expression profiles of the THRB-independent TH-responsive genes in the immune system, lipid and cholesterol metabolism in different groups. Data from low (MMI) and high (T3) levels were obtained from GSE199998. *N* = 3–4 independent samples per time point and condition.

## Discussion

We show that loss of THRB results in subtle alterations in liver transcriptome regulation. Detailed diurnal profile analysis unveiled alterations in the expression profiles of metabolism-associated and other genes. Particularly, in the absence of THRB, immune-related genes were predominantly phase-advanced. In contrast, genes involved in metabolic functions, such as lipid metabolism, were phase-delayed. Numerous genes associated with lipid metabolism pathways were significantly altered with regard to rhythm parameters, especially mesor. Diurnal lipidomic profiling supported these transcriptomic insights and underscored an elevation in TAGs, DAGs, and cholesterol. Cell-based assays confirm that THRB activation mitigates lipid and cholesterol build-up, underscoring its protective role against steatosis. Leveraging existing datasets, we discerned a subset of genes regulated by TH independent of THRB that are predominantly implicated in immunological and metabolic processes.

The hepatic transcriptomic response to low TH levels is much smaller compared to high-TH conditions^14^, and this reduction is even more pronounced in THRB^KO^ mice. A previous microarray study identified that 201 out of 1900 genes as responsive to T3 treatment, of which 60% show a THRB-dependent effect^21^. The pronounced hepatic response to high TH versus the diminished response to low TH state—whether induced pharmacologically or genetically (THRB knockout)—further substantiates the notion of low hepatic TH action under physiological conditions.

We uncovered more fine-grained THRB deletion effects when considering sampling time in our analysis. Diurnal profiling yielded distinct changes in transcript regulation under THRB-deficient conditions. Such an approach has previously been shown to enhance the detection of transcriptomic alterations in response to a high-fat diet^15^. Nevertheless, the effects of THRB deletion were overall less pronounced compared to those of altered TH conditions. Focusing on lipid metabolism, we observed bidirectional mesor level alterations: genes driving fatty acid oxidation and cholesterol metabolism were upregulated, while transcripts involved in fatty acid transport/metabolism were downregulated.

Diurnal lipidomics validated these findings, revealing accompanying changes following THRB deletion at the metabolite level. Overall, we identified 285 lipid species, with 35% exhibiting significant rhythmicity across both genotypes. This exceeds previous findings by Adamovich et al.^22^ which reported 159 lipid entities with 17% rhythmicity. Variations in experimental protocols, such as sample processing and lipid identification, along with the methodologies for assessing rhythmicity, likely account for these differences. In a recent study, Sprenger et al.^23^ showed that half of the liver lipidome is rhythmic, employing ANOVA for temporal analysis due to their high-resolution data and irregular sampling intervals. Direct comparisons with our results are challenging because of methodological differences. However, a consistent rhythmicity observed in TAGs across studies is notable.

33 lipids (11%) showed significant mesor variations between genotypes, and a considerable increase in cholesterol, TAGs, DAGs, and FAs in THRB^KO^ livers was identified. We further observed significant alterations in PCs, PGs, and PIs, with most changes presenting as increased mesor levels. Notably, a specific PG species (PG 16:0_18:2) exhibited a gain of rhythmicity in THRB^KO^ mice, while some PC species showed mesor alterations (i.e., increase or decrease), thus representing a mixed effect. Similarly, specific PG and PI species were distinctly impacted in THRB^KO^ livers, displaying elevated or diminished mesor levels, respectively. Together, our findings suggest that the absence of THRB has a more pronounced impact on the liver lipidome than the transcriptome. This metabolic reprogramming lends further support to THRB’s protective role against steatosis. Lower PC/PE ratios and PC levels have been associated with metabolic syndrome-associated steatohepatitis development^24–27^, and insulin resistance has been implicated in MASLD development^28^ through changes in DAGs and ceramides^29–31^. THRB KO livers show increased ceramide and TAG levels, which could predispose to MASLD development.

The ablation of THRB resulted in elevated hepatic lipid and cholesterol levels, underscoring its significant role in lipid regulation^5,32^. Pharmacologically activating THRB has consistently been shown to decrease lipid and cholesterol levels^18,33–35^. Contrastingly, receptor-level manipulations yielded variable results. For example, mice with a dominant-negative THRB mutation (TRBPV) display a THRB protective role^32^, while a recent THRB knockout study did not show a preventive effect on metabolic dysfunction-associated steatohepatitis (MASH) development. In contrast, THRB^KO^ mice were further protected against fibrosis compared to wild-type controls^36^. These discrepancies could be due to differences in experimental approaches, such as the type of knockout and temperature conditions during experiments. Importantly, thermoneutrality-kept THRB^KO^ mice show normalized T_3_ and T_4_ levels, whereas mice kept under non-thermoneutral conditions are hyperthyroid^36^. It has been suggested that the availability of the thyroid hormone ligand is more critical than receptor availability in MASH. This hypothesis aligns with findings that increased hepatic TH production via upregulated DIO1 has a protective effect against MASH^37^. Our in vitro experiments utilizing remestirom to assess THRB action revealed that THRB agonization reduces lipid and cholesterol levels, mimicking the hepatic action of T_3_.

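For the 10 clock genes *Per1*, *Per2*, *Per3*, *Cry1*, *Cry2*, *Clock*, *Arntl*, *Npas2*, *Nr1d1* and *Nr1d2*, the joint cosinor was fitted to the 36 liver libraries of the diurnal RNA sequencing. None of the 30 tests of mesor, amplitude and phase had an unadjusted p under 0.05, that is 0 genes, and 0 when adjusted over the list alone. The difference in peak time between THRB KO and THRB WT livers ranged from -0.213 h for *Per1* (standard error 0.918 h) to 1.71 h for *Cry2* (standard error 1.21 h). The peak was later in THRB KO livers for 9 of the 10 genes. The mean difference was 0.533 h (two-sided permutation test of genotype within sampling times, p = 0.0872). It was 0.122 h without the mice of letter c, with 5 of 10 genes later, and 0.784 h and 0.666 h without those of letter a or b. *Arntl*, on chromosome 7 of GRCm38 from 113207465 to 113314126, peaked at 22.0 h in THRB WT and 22.2 h in THRB KO livers, with amplitudes of 1.90 and 1.99 in VST units. *Nr1d1*, on chromosome 11 from 98767932 to 98775333, peaked at 7.33 h and 7.73 h, with amplitudes of 2.71 and 2.70. *Nr1d2* lies on chromosome 14 from 18204054 to 18239127, close to *Thrb*.

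**Figure D4:**
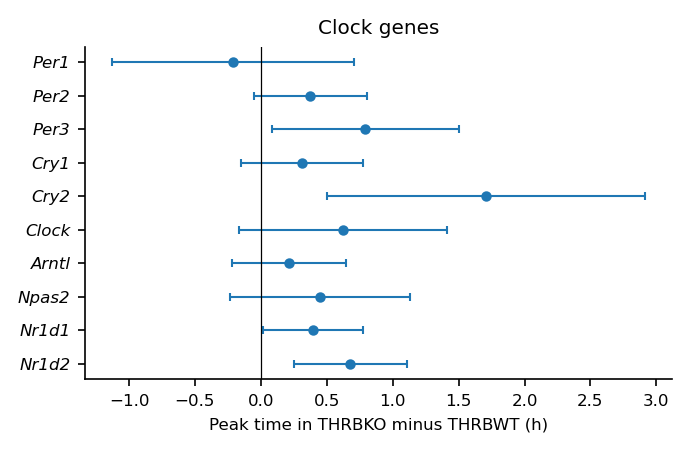
Peak time in THRB KO minus that in THRB WT livers, in hours, for the 10 clock genes. Points are the differences from the joint cosinor over 36 mice and bars their standard errors; 9 of 10 points lie above 0, and no difference has a p under 0.05.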

THRB deletion leads to significant disruptions in lipid metabolism diurnal rhythms, without concurrent changes in the expression of core diurnal clock genes. This uncoupling of clock and clock outputs is reiterated in the liver under varied TH conditions, as previously shown^11,14^, suggesting that TH may influence diurnal physiology downstream of or independently from the diurnal machinery. This concept remains to be further elucidated, e.g., in clock mutant models. Moreover, our study has identified several DRGs that are directly or indirectly affected by THRB. However, bulk RNAseq data cannot distinguish the main cell types that may contribute to this effect. Combining our diurnal dataset with (non-temporal) single-cell RNAseq data could provide interesting insights and hypotheses for further experimentation. For example, genes with a mesor UP effect, such as *Cyp7a1*, that encode a crucial enzyme that catalyzes the first step in the conversion of cholesterol into bile acids, and *Npc1*, an intracellular cholesterol transporter, are predominantly expressed in *Thrb*-positive hepatocytes. On the other hand, *Baat*, which encodes an enzyme involved in the conjugation of bile acids, is expressed in both *Thrb*-positive and *Thrb*-negative hepatocytes (Supplementary Fig. 4).

Our research is not without its limitations. The use of systemic THRB knockout mice introduces known non-hepatic variables, including increased serum T_3_ levels^12^. Increased serum T_3_ could activate THRA in the liver (and other organs) and contribute to the observed effects in THRB^KO^ mice. Additional studies with hepatocyte-specific THRB^KO^ mice and mice with deletions in the clock gene machinery are required to clarify how hepatocyte THRB regulation interacts with local clocks to shape diurnal transcriptome and lipidome regulation. Our differential rhythm analysis was based on an uncorrected *p*-value, which may result in higher false positive rates. 

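After Benjamini-Hochberg adjustment within each parameter, 83 genes of the joint cosinor had a mesor difference with an adjusted p under 0.05, 41 higher and 42 lower in THRB KO livers. The numbers for amplitude and phase were 0 and 0, against 302 and 165 genes at an unadjusted p under 0.05. For comparison, numbers were taken from 99 other regroupings of genotype within sampling times. Their median was 287 genes for mesor, 362 for amplitude and 189 for phase, and their largest values were 954, 893 and 428. The regroupings mix mice of both genotypes, so they are not mice without a difference. They also ignore the letters, so the comparison holds only if the letters do not pair the mice.

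**Figure D5:**
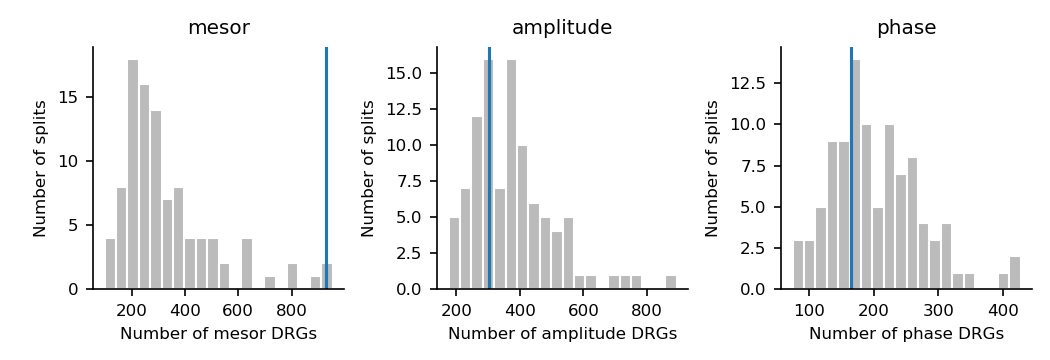
Number of regroupings (vertical axes) by the number of DRGs in mesor, amplitude and phase (horizontal axes). Grey bars are 99 regroupings of genotype within sampling times and the blue line is the real grouping, which lies near the upper end for mesor and within the bulk for amplitude and phase.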

To compensate for this, a stricter *p*-value cut-off (<0.01) was used to establish rhythmicity, which was subsequently used for differential rhythm analysis. Importantly, our classification of liver as a low-TH action organ is mainly based on gene expression signatures. Direct quantification of intra-hepatic TH levels is required to substantiate this concept and enzymatic profiling under different steatosis conditions to better assess the physiological consequences.

## Methods

### Mouse model and experimental conditions

THRB knockout (for both isoforms) mice and controls (THRB^+/−^), which are phenotypically similar to wild-type (THRB^+/+^)^12,13^ (B6.129S1-Thrbtm1Df/J Jackson # 003462) were bred on the C57Bl/6NCrl background in the Gemeinsame Tierhaltung (GTH) at the University of Lübeck. Two to three-months-old male controls (THRB^+/−^) and knockout (THRB^−/−^) were obtained from group-housed under 12 h/12 h light/dark conditions (LD, 200–400 lux) at 22 ± 2 °C with food and water provided ad libitum (normal chow, 5% fat, 1314, Altromin, Germany). Mice were culled by cervical dislocation at 4-hour intervals, tissues were kept in dry ice, and stored at −80 °C. Animal experiments were ethically approved by the Animal Health and Care Committee of the Government of Schleswig-Holstein and in line with international guidelines for the ethical use of animals. Data was reported according to the ARRIVE guidelines. For each timepoint, a total of 3 mice were used.

### Transcriptome analyses

Total RNA was extracted from livers using TRIzol reagent (ThermoFisher, Germany) and columns (Zymo Research, USA) according to the manufactory’s instructions. Truseq RNAseq comprising 40 million reads per sample (12GB) was performed at Novogene (Germany). Samples underwent quality control and only those with RNA integrity number (RIN) higher than 6.5 were used. Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis using dTTP for non-directional library. The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. The clustering of the index-coded samples was performed according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated. Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. Clean data (clean reads) were obtained by removing reads containing adapter, reads containing poly-N and low-quality reads from raw data. Q20, Q30 and GC content the clean data were calculated.

Reference genome (GRCm38/mm10) and gene model annotation files were downloaded from genome website browser (NCBI/UCSC/ENSEMBL) directly. Paired-end clean reads were mapped to the reference genome using HISAT2 software. All the downstream analyses were based on clean data with high quality. FeatureCounts was used to count the reads numbers mapped to each gene. Genes containing a sum of reads among two groups lower than 100 were excluded from the analysis. The remaining genes were log2 transformed in DESeq2 using vst function. A total of 17,994 transcripts were considered for subsequent analyses.

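The deposited table lists 54532 genes, and the minimum of 100 counts over the 36 libraries left the number given. The variance-stabilized values computed here differed from those in the copy of the paper's table, which held 1274 of its genes, by at most 5.0e-05. Of the tested genes, 13030 had at least 10 counts in every library.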

### Lipidomics analysis of the liver via liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS)

All measurements were performed using a Dionex Ultimate 3000 RS LC-system coupled to an Orbitrap mass spectrometer (QExactive, ThermoFisher Scientific, Bremen, Germany) equipped with a heated-electrospray ionization (HESI-II) probe. All solvents were of LC-MS grade quality and were purchased from Merck (Darmstadt, Germany). Zirconium oxide beats and 500 µl of water were added to the frozen tissue (70–150 mg). Liver samples were homogenized for 3 min at speed level 8 (Bullet Blender, Next Advance, New York, USA) and centrifuged (2000 g/10 min/4 °C). The supernatant (400 µl) was transferred into a new reaction tube and diluted accordingly to reach a protein concentration between 0.6 mg/ml and 1.2 mg/ml. Protein content was determined using a Bradford assay (Sigma-Aldrich, USA).

Lipid profiling was performed as described previously^38^. Briefly, lipids were extracted by adding 1 ml of methanol/methyl tertiary-butyl ether/chloroform (1.33:1:1, v/v), containing butylated hydroxytoluene (100 mg/L, Sigma-Aldrich, Germany) and 2.5 ml/L of SPLASH internal standard mix (Avanti Polar Lipids, Alabaster, USA), to 50 µl of tissue homogenate. After incubation and centrifugation, supernatants were dried under vacuum and resuspended in 50 µl of methanol/isopropyl alcohol (1:1, v/v) for LC-MS/MS analysis. Extracted lipids were separated on an Accucore C30 RP column (150 × 2.1 mm, 2.6 µm) using acetonitrile/water 6:4 (v/v) as eluent A and isopropyl alcohol/acetonitrile (9:1, v/v) as eluent B; 10 mM ammonium acetate (Sigma-Aldrich, Germany) and 0.1% formic acid (Biosolve, France) were added to both eluents. Ionization and data acquisition with data-dependent MS² scans (top 15) was performed as described previously^38,39^. Lipid species were identified according to exact mass, isotopic pattern, retention time and fragmentation ions using Compound Discoverer 3.3 (Thermo Fisher Scientific) and two in silico databases^40^. The area under the peak was normalized to the internal standard and the protein content. An extraction blank and quality control samples were used to ensure data quality and linearity.

### Differentially expressed gene (DEG) analysis

Global DEGs analysis was performed independently of sampling time. DESeq2^41^ with an adjusted *p* value < 0.05 (Benjamini-Hochberg Procedure, FDR) and a log2 fold-change higher or low than zero was considered as upregulated or downregulated genes, respectively. To account for the effects of time in detecting DEGs, the factors time and genotype were included in DESEq2. The likelihood ratio test (LRT) was used to identify the influence of the genotype, considering the time factor. An FDR < 0.05 and a log2 fold-change higher or lower than zero were considered upregulated or downregulated genes, respectively. For the microarray data from low or high TH state mice (GSE199998), Two-Way ANOVA was performed in a pair-wise comparison (CON *vs*. T_3_ and MMI *vs*. T3). Genes with a significant effect caused by treatment (MMI or T_3_, FDR < 0.05) were considered significant.

### Rhythm analyses

To identify diurnal (24-hour) oscillations in gene expression, we combined four independent algorithms: CircaN^42^, JTK cycle^43^, Metacycle^44^, and DryR^45^. A single list of rhythmic genes (identified as rhythmic in at least one method) was input in CircaCompare^17^ to compare rhythmic parameters between groups. For mesor and amplitude comparison, CircaCompare was allowed to fit a sine curve irrespective of meeting rhythmicity thresholds. Phase comparison was only performed in robustly rhythmic genes as described^11^. CircaN, JTK cycle, and Metacycle algorithms were run in CircaN algorithm using the default parameters. An exact period of 24 h was used. The significance of rhythmicity was set as *p* < 0.01 for each method. For all comparisons in CircaCompare a *p* value of 0.05 was used. The same pipeline was done for lipidomics samples, except DryR method was not included. For heatmap and rose plots, phase estimation was extracted from CircaCompare. Rhythmic gene visualization was made using CircaCompare algorithm or ggplot (method “lm” and formula = y ~ 1 + sin(2*pi*x/24) + cos(2*pi*x/24). Methodological constraints led us to perform differential rhythm analysis using CircaCompare pairwise, without adjusting for multiple comparisons, potentially inflating the rate of false-positive results.

### Gene enrichment and phase set enrichment analysis (PSEA)

Enrichment analyses were performed using Gene Ontology (GO) annotations for Biological Processes with DAVID 6.8 software^46^ and cut-offs of 3 genes per process and a *p*-value < 0.05. REVIGO (reduction of 0.7 and default conditions) was used to reduce redundant calls in the enrichment analyses^47^. The phases of rhythmic genes were estimated using CircaSingle, round up to exact number, and used for PSEA analysis^16^. Mouse gene names were converted to human with the assistance of geneName (version 0.2.3). A minimum of 10 genes and a *p* value of < 0.01 were selected (against the background). Biological processes IDs were extracted using the biological processes’ names using the version 7.5.1 (http://geneontology.org/docs/download-ontology/). Processes were filtered in REVIGO (0.7 reduction). The phase of biological processes was estimated by calculating the median peak expression from all genes enriched to a biological process. Enriched processes from each genotype were merged into a single list, manually curated by assigning each biological process to a higher hierarchical biological process class. Phase differences between genotypes were determined by comparing process phases between groups.

### In vitro experiments

AML-12 cells, sourced from the ATCC Biobank (catalog no. CRL-2254), were cultured in Gibco Dulbecco’s Modified Eagle Medium supplemented with Nutrient Mixture F12 (DMEM/F12, ThermoFisher). The growth medium was enriched with 1% penicillin-streptomycin, 1% insulin-transferrin-selenium (ITS, ThermoFisher), and 10% non-heat-inactivated fetal bovine serum (FBS, ThermoFisher). Additionally, 10 nM dexamethasone (Sigma-Aldrich) was included to maintain the cells, which were incubated at 37 °C in a humidified atmosphere with 5% CO2. For specific experiments, dexamethasone was excluded, and regular FBS was substituted with charcoal/dextrane-treated FBS (Hyclone) to reduce T_4_ and T_3_ concentrations by 40% and 90%, respectively, in addition to reducing endogenous hormones.

Initially, 10^5^ AML-12 cells were seeded per well in 12-well plates. After 24 hours, the cells underwent synchronization with 200 nM dexamethasone for a duration of 2 hours. Post-synchronization, cells were washed with PBS, and drug pre-treatments were administered for 48 h. Subsequent to the drug pre-treatments, a 0.25 mM concentration of BSA-palmitate saturated fatty acid complex (5 mM, 7:1, Cayman Chemical) was introduced. At 48 hours post-palmitate addition, both cells and supernatant were collected. The collection protocol involved centrifugation and washing steps, followed by incubation with Zombie NIR dye (1:500 dilution, Biolegend), Bodipy-Cholesterol (1 µM, MedChem Express), and adipored (0.3 µL per mL, Lonza) at room temperature. Each incubation step was combined with centrifugation and washing. Cells were then fixed in 4% paraformaldehyde (PFA) for 30 minutes at room temperature, subsequently stored for fluorescence-activated cell sorting (FACS) analysis. All drugs were dissolved in dimethyl sulfoxide (DMSO), ensuring the final DMSO concentration remained below 1% in all treatment conditions. The resmetiron (MedchemExpress) concentration was determined based on known EC50 (0.2 µM). T_3_ concentration was 100 nM.

Samples were assessed in Cytek Aurora at the Cell Analysis Core Facility (CAnaCore facility at the University of Lübeck). Data were acquired using predefined templates with adjustments for optimal event rates and detector gains. Spectral unmixing was applied using the manufacturer’s software with single-stained controls to resolve fluorescent populations. At least 10,000 events were captured for each sample. Gating strategies were implemented using FlowJO V10 software, with each gate clearly defined in terms of fluorescence. Data was analyzed using Two-Way ANOVA followed by false discovery rate (Two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli) correction for multiple comparisons in Prisma (Version 10).

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

The transcriptome data have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE254467. The lipidomics data are available in the Metabolomics Workbench with the identifier PR001904. Additionally, microarray data from mice in low- and high-TH states can be accessed through GEO under the accession code GSE199998.

## References

[1] Wirth, E. K., Puengel, T., Spranger, J. & Tacke, F. Thyroid hormones as a disease modifier and therapeutic target in nonalcoholic steatohepatitis. *Expert Rev. Endocrinol. Metab.***17**, 425–434 (2022).35957531 10.1080/17446651.2022.2110864

[2] Groeneweg, S., van Geest, F. S., Peeters, R. P., Heuer, H. & Visser, W. E. Thyroid Hormone Transporters. *Endocr. Rev.***41**, 146–201 (2020).10.1210/endrev/bnz00831754699

[3] Luongo, C., Dentice, M. & Salvatore, D. Deiodinases and their intricate role in thyroid hormone homeostasis. *Nat. Rev. Endocrinol.***15**, 479–488 (2019).31160732 10.1038/s41574-019-0218-2

[4] Mullur, R., Liu, Y.-Y. & Brent, G. A. Thyroid hormone regulation of metabolism. *Physiol. Rev.***94**, 355–382 (2014).24692351 10.1152/physrev.00030.2013PMC4044302

[5] Sinha, R. A., Singh, B. K. & Yen, P. M. Direct effects of thyroid hormones on hepatic lipid metabolism. *Nat. Rev. Endocrinol.***14**, 259–269 (2018).29472712 10.1038/nrendo.2018.10PMC6013028

[6] Sinha, R. A., Singh, B. K. & Yen, P. M. Thyroid hormone regulation of hepatic lipid and carbohydrate metabolism. *Trends Endocrinol. Metab.***25**, 538–545 (2014).25127738 10.1016/j.tem.2014.07.001

[7] de Assis, L. V. M. & Oster, H. The circadian clock and metabolic homeostasis: entangled networks. *Cell. Mol. Life Sci.: CMLS***78**, 4563–4587 (2021).33683376 10.1007/s00018-021-03800-2PMC8195959

[8] Takahashi, J. S. Transcriptional architecture of the mammalian circadian clock. *Nat. Rev. Genet.***18**, 164–179 (2017).27990019 10.1038/nrg.2016.150PMC5501165

[9] Oster, H. et al. The Functional and Clinical Significance of the 24-Hour Rhythm of Circulating Glucocorticoids. *Endocr. Rev.***38**, 3–45 (2017).27749086 10.1210/er.2015-1080PMC5563520

[10] Gamble, K. L., Berry, R., Frank, S. J. & Young, M. E. Circadian clock control of endocrine factors. *Nat. Rev. Endocrinol.***10**, 466–475 (2014).24863387 10.1038/nrendo.2014.78PMC4304769

[11] de Assis, L. V. M. et al. Rewiring of liver diurnal transcriptome rhythms by triiodothyronine (T3) supplementation. *eLife***11**, e79405 (2022).35894384 10.7554/eLife.79405PMC9391036

[12] Forrest, D., Erway, L. C., Ng, L., Altschuler, R. & Curran, T. Thyroid hormone receptor β is essential for development of auditory function. *Nat. Genet***13**, 354–357 (1996).8673137 10.1038/ng0796-354

[13] Forrest, D. et al. Recessive resistance to thyroid hormone in mice lacking thyroid hormone receptor beta: evidence for tissue-specific modulation of receptor function. *EMBO J.***15**, 3006–3015 (1996).8670802 PMC450242

[14] de Assis, L. V. M. et al. Tuning of liver circadian transcriptome rhythms by thyroid hormone state in male mice. *Sci. Rep.***14**, 640 (2024).38182610 10.1038/s41598-023-50374-zPMC10770409

[15] de Assis, L. V. M., Demir, M. & Oster, H. Nonalcoholic Steatohepatitis Disrupts Diurnal Liver Transcriptome Rhythms in Mice. *Cell. Mol. Gastroenterol. Hepatol.***16**, 341–354 (2023).37270062 10.1016/j.jcmgh.2023.05.008PMC10444956

[16] Zhang, R., Podtelezhnikov, A. A., Hogenesch, J. B. & Anafi, R. C. Discovering Biology in Periodic Data through Phase Set Enrichment Analysis (PSEA). *J. Biol. Rhythms***31**, 244–257 (2016).26955841 10.1177/0748730416631895PMC12931481

[17] Parsons, R., Parsons, R., Garner, N., Oster, H. & Rawashdeh, O. CircaCompare: a method to estimate and statistically support differences in mesor, amplitude and phase, between circadian rhythms. *Bioinformatics***36**, 1208–1212 (2020).31588519 10.1093/bioinformatics/btz730

[18] Kannt, A. et al. Activation of thyroid hormone receptor-β improved disease activity and metabolism independent of body weight in a mouse model of non-alcoholic steatohepatitis and fibrosis. *Br. J. Pharmacol.***178**, 2412–2423 (2021).33655500 10.1111/bph.15427

[19] Wenzek, C. et al. The interplay of thyroid hormones and the immune system—where we stand and why we need to know about it. *Eur. J. Endocrinol.***186**, R65–R77 (2022).35175936 10.1530/EJE-21-1171PMC9010816

[20] Guilliams, M. et al. Spatial proteogenomics reveals distinct and evolutionarily conserved hepatic macrophage niches. *Cell***185**, 379–396.e38 (2022).35021063 10.1016/j.cell.2021.12.018PMC8809252

[21] Flores-Morales, A. et al. Patterns of liver gene expression governed by TRbeta. *Mol. Endocrinol.***16**, 1257–1268 (2002).12040013 10.1210/mend.16.6.0846

[22] Adamovich, Y. et al. Circadian clocks and feeding time regulate the oscillations and levels of hepatic triglycerides. *Cell Metab.***19**, 319–330 (2014).24506873 10.1016/j.cmet.2013.12.016PMC4261230

[23] Sprenger, R. R. et al. Lipid molecular timeline profiling reveals diurnal crosstalk between the liver and circulation. *Cell Rep.***34**, 108710 (2021).33535053 10.1016/j.celrep.2021.108710

[24] Männistö, V. et al. Total liver phosphatidylcholine content associates with non-alcoholic steatohepatitis and glycine N-methyltransferase expression. *Liver Int***39**, 1895–1905 (2019).31199045 10.1111/liv.14174

[25] van der Veen, J. N. et al. The critical role of phosphatidylcholine and phosphatidylethanolamine metabolism in health and disease. *Biochimica et. Biophysica Acta (BBA) - Biomembranes***1859**, 1558–1572 (2017).28411170 10.1016/j.bbamem.2017.04.006

[26] Arendt, B. M. et al. Nonalcoholic fatty liver disease is associated with lower hepatic and erythrocyte ratios of phosphatidylcholine to phosphatidylethanolamine. *Appl Physiol Nutr Metab.***38**, 334–340 (2013).23537027 10.1139/apnm-2012-0261

[27] Li, Z. et al. The ratio of phosphatidylcholine to phosphatidylethanolamine influences membrane integrity and steatohepatitis. *Cell Metab.***3**, 321–331 (2006).16679290 10.1016/j.cmet.2006.03.007

[28] de Assis, L. V. M., Demir, M. & Oster, H. The role of the circadian clock in the development, progression, and treatment of non-alcoholic fatty liver disease. *Acta Physiol.***237**, e13915 (2023).10.1111/apha.1391536599410

[29] Petersen, M. C. & Shulman, G. I. Roles of Diacylglycerols and Ceramides in Hepatic Insulin Resistance. *Trends Pharmacol. Sci.***38**, 649–665 (2017).28551355 10.1016/j.tips.2017.04.004PMC5499157

[30] Chaurasia, B. et al. Targeting a ceramide double bond improves insulin resistance and hepatic steatosis. *Science***365**, 386–392 (2019).31273070 10.1126/science.aav3722PMC6787918

[31] Lyu, K. et al. A Membrane-Bound Diacylglycerol Species Induces PKCϵ-Mediated Hepatic Insulin Resistance. *Cell Metab.***32**, 654–664.e5 (2020).32882164 10.1016/j.cmet.2020.08.001PMC7544641

[32] Araki, O., Ying, H., Zhu, X. G., Willingham, M. C. & Cheng, S. Y. Distinct dysregulation of lipid metabolism by unliganded thyroid hormone receptor isoforms. *Mol. Endocrinol.***23**, 308–315 (2009).19131509 10.1210/me.2008-0311PMC2654517

[33] Hu, L. et al. Discovery of Highly Potent and Selective Thyroid Hormone Receptor β Agonists for the Treatment of Nonalcoholic Steatohepatitis. *J Med Chem.***66**, 3284–3300 (2023).36799411 10.1021/acs.jmedchem.2c01669

[34] Vatner, D. F. et al. Thyroid hormone receptor-β agonists prevent hepatic steatosis in fat-fed rats but impair insulin sensitivity via discrete pathways. *Am J Physiol Endocrinol Metab.***305**, E89–E100 (2013).23651850 10.1152/ajpendo.00573.2012PMC3725564

[35] Erion, M. D. et al. Targeting thyroid hormone receptor-β agonists to the liver reduces cholesterol and triglycerides and improves the therapeutic index. *Proc Natl Acad Sci.***104**, 15490–15495 (2007).17878314 10.1073/pnas.0702759104PMC1978486

[36] Lopez-Alcantara, N., Oelkrug, R., Sentis, S. C., Kirchner, H. & Mittag, J. Lack of thyroid hormone receptor beta is not detrimental for non-alcoholic steatohepatitis progression. *iScience***26**, 108064 (2023).37822510 10.1016/j.isci.2023.108064PMC10563054

[37] Bruinstroop, E. et al. Early induction of hepatic deiodinase type 1 inhibits hepatosteatosis during NAFLD progression. *Mol Metab.***53**, 101266 (2021).34098145 10.1016/j.molmet.2021.101266PMC8237360

[38] Aherrahrou, R. et al. CYP17A1 deficient XY mice display susceptibility to atherosclerosis, altered lipidomic profile and atypical sex development. *Sci Rep.***10**, 8792 (2020).32472014 10.1038/s41598-020-65601-0PMC7260244

[39] Karsai, G. et al. DEGS1-associated aberrant sphingolipid metabolism impairs nervous system function in humans. *J Clin Investig.***129**, 1229–1239 (2019).30620338 10.1172/JCI124159PMC6391115

[40] Kind, T. et al. LipidBlast in silico tandem mass spectrometry database for lipid identification. *Nat Methods***10**, 755–758 (2013).23817071 10.1038/nmeth.2551PMC3731409

[41] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[42] Rubio-Ponce, A. et al. Combined statistical modeling enables accurate mining of circadian transcription. *NAR Genomics Bioinforma.***3**, lqab031 (2021).10.1093/nargab/lqab031PMC807434133937766

[43] Hughes, M. E., Hogenesch, J. B. & Kornacker, K. JTK_CYCLE: an efficient nonparametric algorithm for detecting rhythmic components in genome-scale data sets. *J. Biol. Rhythms***25**, 372–380 (2010).20876817 10.1177/0748730410379711PMC3119870

[44] Wu, G., Anafi, R. C., Hughes, M. E., Kornacker, K. & Hogenesch, J. B. MetaCycle: an integrated R package to evaluate periodicity in large scale data. *Bioinformatics***32**, 3351–3353 (2016).27378304 10.1093/bioinformatics/btw405PMC5079475

[45] Weger, B. D. et al. Systematic analysis of differential rhythmic liver gene expression mediated by the circadian clock and feeding rhythms. *Proc Natl Acad Sci USA***118**, e2015803118 (2021).33452134 10.1073/pnas.2015803118PMC7826335

[46] Huang, D. W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc.***4**, 44–57 (2009).19131956 10.1038/nprot.2008.211

[47] Supek, F., Bošnjak, M., Škunca, N. & Šmuc, T. REVIGO summarizes and visualizes long lists of gene ontology terms. *PloS one***6**, e21800 (2011).21789182 10.1371/journal.pone.0021800PMC3138752

# Supplementary material for: Thyroid hormone receptor beta (THRB) dependent regulation of diurnal hepatic lipid metabolism in adult male mice
**Source:** NPJ Metab Health Dis. 2024 Aug 13;2:21. doi: 10.1038/s44324-024-00023-4
**Supplement:** Supplementary file 1 — Supplementary Information

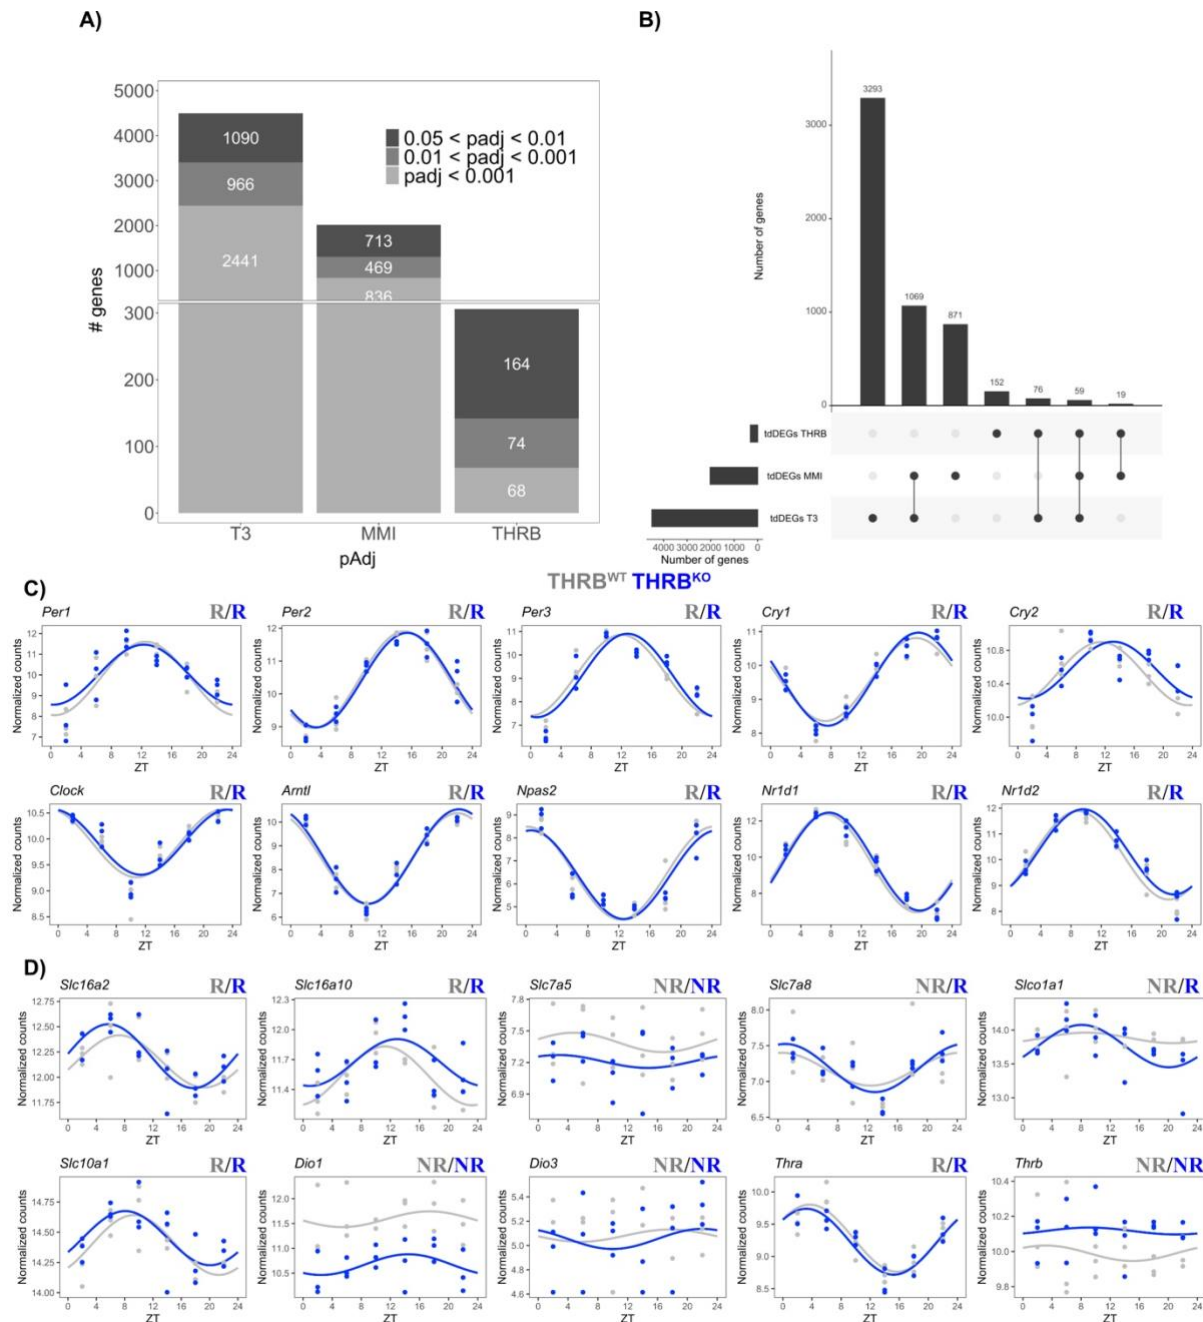

**Supplementary Figure 1: Evaluation of core clock gene and thyroid hormone (TH) modulators in  $THR3^{WT}$  compared to  $THR3^{KO}$ .** A) Comparison of time-dependent DEG numbers between livers from T<sub>3</sub>- and MMI-treated and THR3-deficient animals stratified for significance threshold. B) UpSet plot of genes identified in panel A with a padj < 0.05). C) Core clock genes are shown. D) TH modulators, transporters, DIOs, and receptors are shown. Rhythm analysis performed by CircaCompare. N = 3 independent samples per ZT and condition.

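Of the 10 TH modulators tested, 3 had a mesor difference with an unadjusted p under 0.05 and 1 when adjusted over the list alone. *Dio1* had a mesor difference of -0.92 in VST units (standard error 0.143, p = 4.4e-07). *Slc7a5* differed by -0.18 (p = 0.0419), and *Thrb* by 0.13 (standard error 0.050, p = 0.0172). *Thra*, on chromosome 11 of GRCm38 from 98740638 to 98769006, had 17.8 ± 5.96 CPM (SD, n = 18) in THRB WT and 17.0 ± 5.02 CPM (SD, n = 18) in THRB KO livers, a mesor difference of -0.05 (p = 0.447). *Dio1* was the gene of the 10 with an adjusted p under 0.05 over all tested genes.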

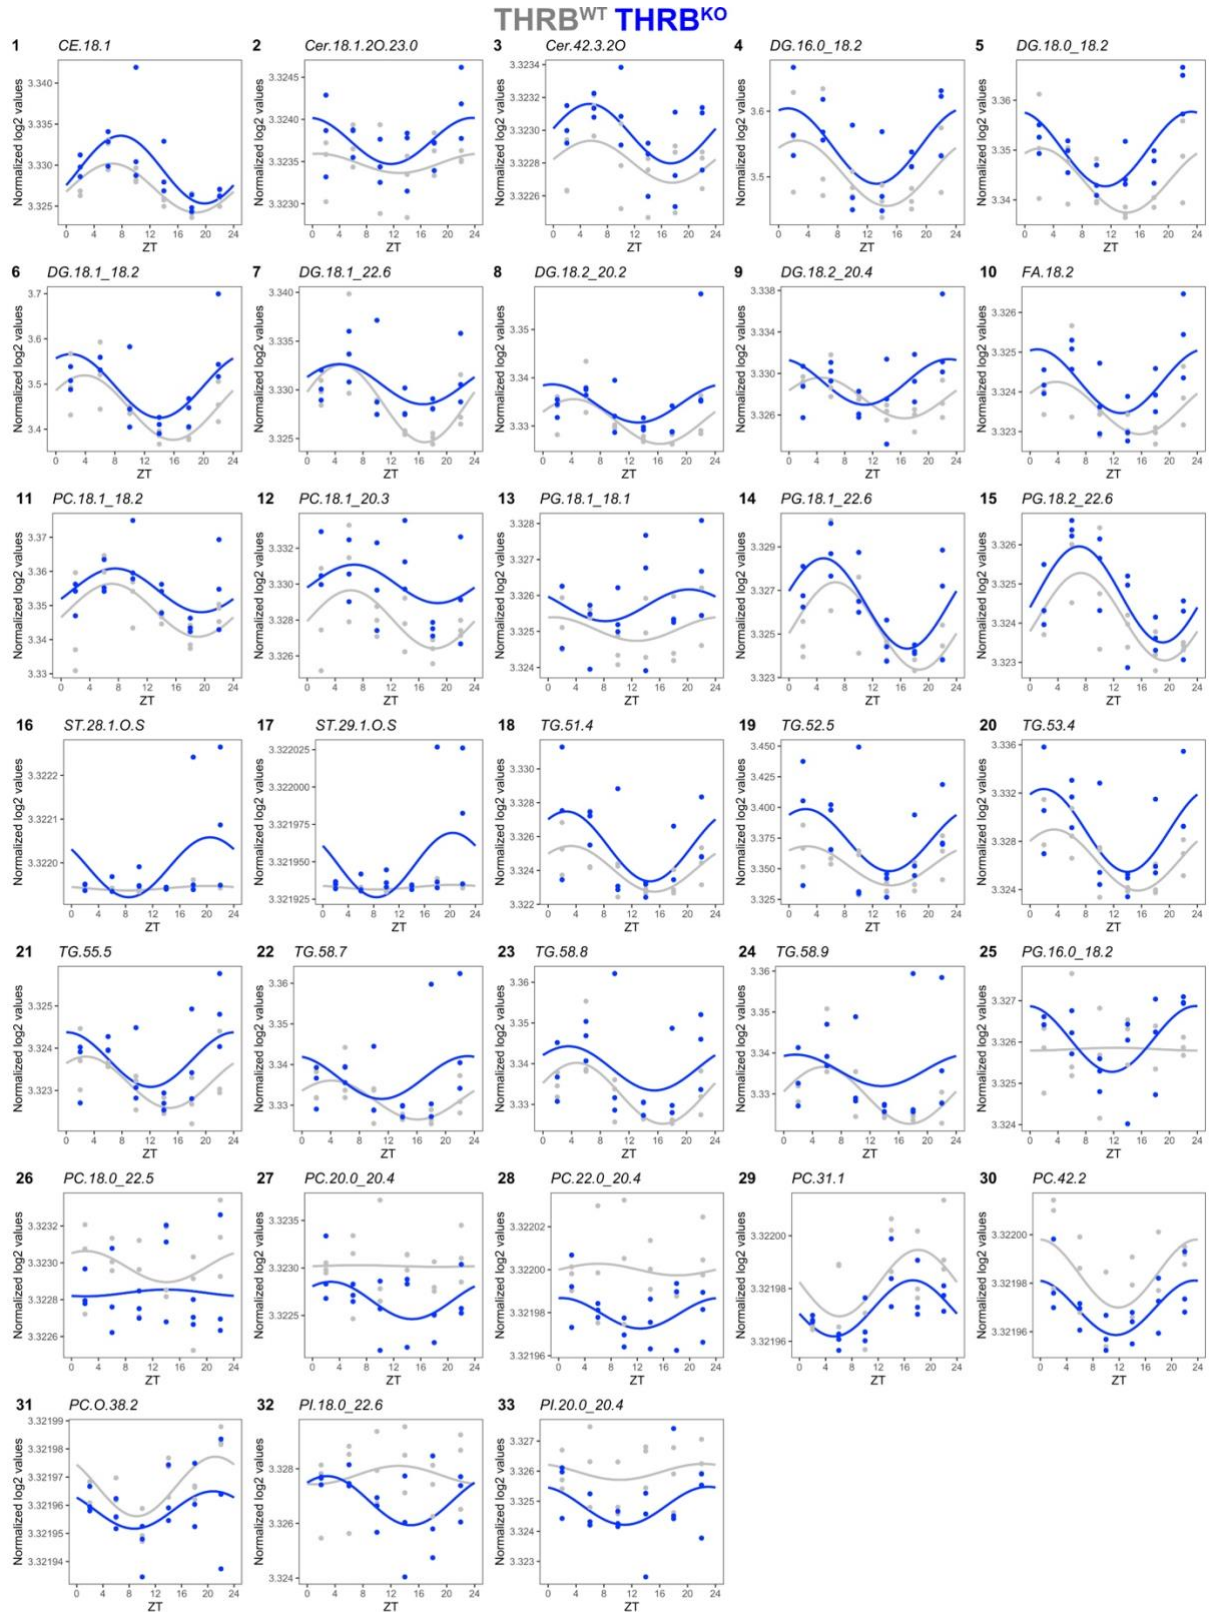

**Supplementary Figure 2: Rewiring of liver lipidome in the absence of THRB.** All lipids that show rhythm parameter alteration are depicted. Rhythm analysis performed by CircaCompare. N = 3 independent samples per ZT and condition.

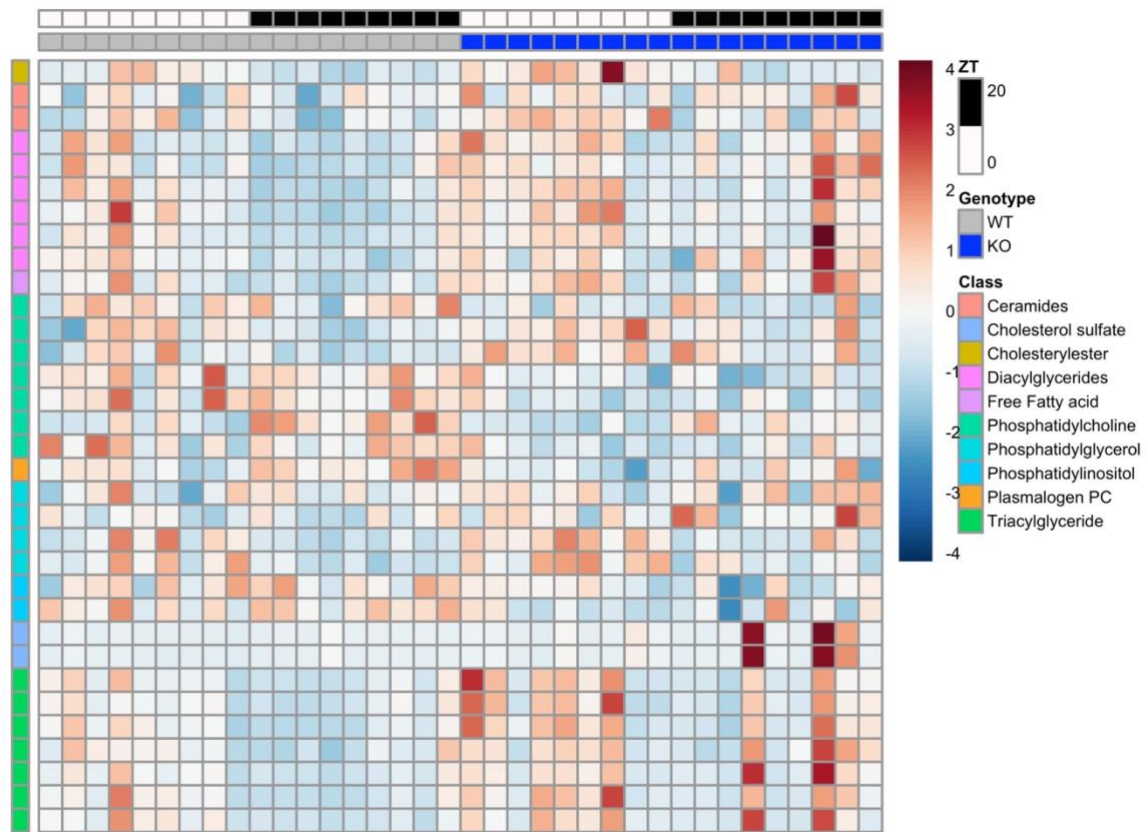

**Supplementary Figure 3: Visualization of the rewiring of liver lipidome in the absence of THRβ.** Heatmaps show all lipids that show rhythm parameter alteration. Rhythm analysis performed by CircaCompare. N = 3 independent samples per ZT and condition.

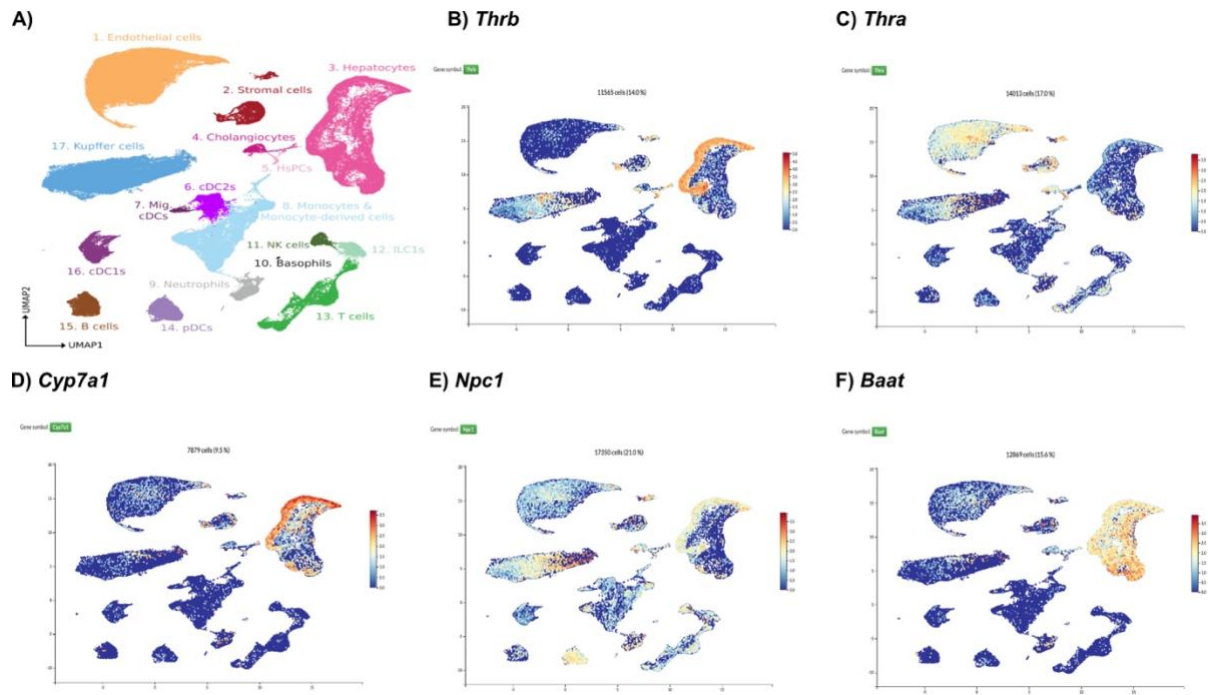

**Supplementary Figure 4: Exploration of THRA and THRB signal in liver cells using public single-cell RNAseq database.** A – F) Liver Cell Atlas (<https://www.livercellatlas.org/index.php>) was accessed and parameters were the following: no cut-off and order dots were used.

**Supplementary data 1: Differentially expressed genes (DEGs) analysis.**

**Supplementary data 2: Transcriptome rhythm analysis**

**Supplementary data 3: Differentially rhythmic genes (DRGs) analysis**

**Supplementary data 4: Differentially lipidome rhythm analysis**

How the deposited data were processed for this re-analysis (not part of the article)

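Livers of 36 adult male mice were sequenced by the authors, 18 heterozygous controls (THRB WT) and 18 homozygous knockouts (THRB KO), with 3 mice per genotype at each of 6 sampling times 4 h apart. Genotype, sampling time and letter of each mouse (a, b or c) were taken from the sample labels and from the paper's list of mice. The lipidome, the AML12 cells, the mice with low or high TH activity and the single-cell atlas were not analysed here.

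The authors removed reads with adapters, undetermined bases or low quality, mapped the remaining read pairs to GRCm38 with HISAT2 and counted reads per gene with FeatureCounts. They deposited these counts for 54532 genes as whole numbers without normalization or filter. The methods name no versions, annotation release, strand setting or treatment of reads with several matches. Such reads can move between near-identical genes, and the median of 33540565 counts per THRB WT library limits the precision for genes with few counts.

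All values given here were computed from those counts. Genes with a sum of at least 100 counts over the 36 libraries were tested, as in the paper. Counts were normalized by the TMM method and tested by edgeR 4.0.16 (glmQLFit and glmQLFTest, limma 3.58.1, R 4.3.3), with genotype alone for the comparison over all sampling times, with sampling time as a factor for the comparison adjusted for time, and with 5 interaction coefficients for differences of the genotype effect between times. P-values were adjusted by the Benjamini-Hochberg procedure, with a threshold of 0.05. CPM values use the TMM library sizes, and log2 CPM values a prior count of 2. DESeq2 1.42.0, the tool of the paper, served as an alternative with a Wald test or a likelihood ratio test of the genotype term. Its alpha of 0.05 was settled after it was seen to give the paper's numbers of genes, and the default alpha of 0.1 was added as an alternative. A likelihood ratio test of genotype and interaction terms together was also added afterwards.

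For the rhythms, counts were transformed by the vst function of DESeq2. Several settings of this function were compared with the values in the paper's table, of which the copy held 1274 of 17994 genes, and the setting that gave these values (blind = FALSE, genotype as the design) was taken. Log2 CPM values were the alternative. JTK_CYCLE and the cosinor were written for this work in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. CircaCompare's model was fitted by the delta method, and over the 1999 of 12099 genes in the copy of the paper's table its phase differences had a median absolute difference of 1e-05 h from the paper's. For 100% of these genes the mesor p lay on the same side of 0.05. Because the copies of these tables are incomplete, no overlap or enrichment was tested on them. MetaCycle, DryR, CircaN and phase set enrichment analysis were not run, so the paper's phase shifts of biological processes (Fig. 2D) have no counterpart here.

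Gene lists were taken from the paper's text, figures and supplements: the lipid lists, the 277 TH-regulated genes with their terms, 10 clock genes and 10 TH modulators. Lists of female-biased and male-biased liver genes were written from general knowledge. List means per mouse were compared by permuting genotype within sampling times, with 100000 resamples for a difference in level and 10000 for a peak time. Single sampling times were compared by an exact permutation test of 3 mice against 3. Near-identical copies of genes were found by aligning the transcripts of pseudogenes with BLAST 2.17.0, with at least 95% identity over at least 80% of the length.

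The genes named in the text are those the paper names in its text, in Fig. 1B or in Supplementary Fig. 1C and D, and, from the comparison adjusted for time, the 5 with the largest positive and the 5 with the largest negative log2 fold change. These were taken among genes with an adjusted p under 0.05, a mean of at least 50 counts and the same direction at every sampling time, a rule met by 136 genes. Genes named outside this rule were chosen after their values were seen.

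The comparisons of genotypes and rhythms, this rule, a window of 20 Mb around *Thrb* and the alternatives were set before the data were examined, except 5 alternatives added later. The settings of DESeq2 and vst given above, the contrast of late with other sampling times, the mean phase of the clock genes, the lists of sex-biased genes and the tests of explanations, such as those on copies of genes, neighbouring genes and single mice, were chosen after results had been seen. The alternatives were DESeq2, its size factors, other filters on low counts, the RNA integrity number as a covariate, robust estimation, pairing of mice by letter, single rhythm methods, adjusted p-values, other sets of tested genes, log2 CPM values, and leaving out the mice of each letter. The number of results that other splits of the mice give was taken from 100 splits of genotype within sampling times, the real one included, drawn with a fixed seed, and for the rhythms from 100 shuffles of sampling time within genotype.

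Each method was tested on simulated data of 6000 genes with 200 planted differences. edgeR recovered 87.5% of planted log2 fold changes of 1 or -1 with sampling time in the model and 83.5% with genotype alone, and 4.89% and 1.18% of its calls were false. DESeq2 recovered 87.5% and 85.0%, with 6.42% and 2.86% false calls. The harmonic test of edgeR recovered 84.0% of planted rhythms with a log2 amplitude of 1, with 7.69% false calls. The cosinor and JTK_CYCLE recovered 100% of planted rhythms with an amplitude of 3 residual SDs and called 1.05% and 0.948% of the other genes at p under 0.01. The joint cosinor recovered 100% of planted mesor differences of 2 residual SDs, 97.0% of amplitude differences of 2 residual SDs and 100% of phase differences of 3 h. These effects are large, so the shares say nothing of the power for smaller ones.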

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

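The comparison adjusted for time by edgeR and the fits without the mice of a letter were set before the data were examined. Every other test in this part was chosen after the result was seen.

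Of 17994 tested genes, 4 had no overlap between the 18 THRB WT and the 18 THRB KO libraries, where chance gives 4.0e-06 genes. The paper's text and the labels of Fig. 1B name none of these 4, and whether its table of DEGs lists them could not be checked, since the copy of the table held 2 genes. They are *9030619P08Rik* on chromosome 15 and the processed pseudogenes *Gm10020*, *Rpl15-ps2* and *Rpl15-ps3*, and all were higher in THRB KO livers, with log2 fold changes of 2.73, 1.06, 0.97 and 0.77. The adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 1.1e-12, 1.8e-22, 7.1e-11 and 7.0e-09.

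*Gm10020* had from 10.0 to 13.0 CPM in THRB WT and from 21.4 to 26.8 CPM in THRB KO mice. *Gm10020*, *Rpl15-ps2* and *Rpl15-ps3* match the transcript of *Rpl15* with 99.7%, 98.7% and 100% identity. *Rpl15* lies on chromosome 14 of GRCm38 from 18267823 to 18271391, 0.230 Mb from *Thrb*, and the copies lie on chromosomes 15 and 9. *Rpl15* itself went from 137 ± 6.66 to 119 ± 5.82 CPM (SD, n = 18 each), a log2 difference of -0.21, while its 5 tested copies together went from 26.2 ± 2.60 to 47.0 ± 2.66 CPM (SD, n = 18 each). The sum of *Rpl15* and its copies changed by 0.019 on the log2 scale (two-sided permutation test, p = 0.432), and the share of these counts on the copies rose from 16.0% ± 0.948 to 28.3% ± 0.840 (SD, n = 18 each). The fall of *Rpl15* by what its copies gained argues against a higher transcription of the copies themselves. The median totals of the genotypes differ by 0.028 on the log2 scale, too little for a difference in library size to explain the change. The values are consistent with reads of *Rpl15* that are assigned to its copies in THRB KO libraries. A candidate explanation is a strain variant in *Rpl15* that makes its reads resemble the copies. The altered *Thrb* allele came from another strain than the C57Bl/6N background. *Rpl15-ps3* has 100% identity to *Rpl15*, so a variant in the matching sequence would not bring reads closer to this copy than to *Rpl15*. Its log2 fold change of 0.77 is not accounted for by such a variant alone. Among the other pseudogenes with a near-identical parent, those of *Rpl15* left out, 1 of 11 with a parent within 20 Mb of *Thrb* was a DEG (*Gm6123*), against 1 of 869 with a parent elsewhere (Fisher's exact test, two-sided, p = 0.0249), and a single DEG is too few to decide on such a variant. *Gapdh* and its 26 copies, which lie elsewhere, showed no such change (copies, permutation p = 0.600). The sequence of the reads was not analysed here, so the variant itself is untested, and a strain variant cannot be told apart from another cause of the moved reads.

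*9030619P08Rik* ranged from 3.63 to 15.9 CPM in THRB WT and from 16.2 to 104 CPM in THRB KO mice. Without the mice of letter a, b or c its log2 fold change stayed between 2.69 and 2.79. The largest and the smallest library differ by 0.55 on the log2 scale before normalization, less than the change of the gene. The best match of its transcript to another annotated gene, *Ly6g*, has 77.2% identity, which argues against reads shared with a near-identical annotated gene. Of 180 other tested genes within 5 Mb, 4 were DEGs (Fisher's exact test, two-sided, p = 0.0929), so a strain variant around the gene cannot be told apart from an effect of the genotype, and few neighbours keep this open. An effect of THRB on the gene may be the cause and was not tested.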

How the results depend on the processing

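The alpha of 0.05 in DESeq2 was settled after it was seen to give the paper's numbers of DEGs, so these numbers are no independent check of the paper's. DESeq2 with its default alpha of 0.1, the joint likelihood ratio test, log2 CPM values for the numbers of rhythmic genes and the lipid lists without genes near *Thrb* were added after seeing the data. Of 120 values under alternatives for results that answer a comparison, single sampling times left out, 87 kept their direction, their side of the threshold or their size within 1.5 times. For 31 named genes, 335 alternative log2 fold changes were computed, of which 303 kept direction and call, 25 lost the call (23 of them without the mice of one letter), 7 gained it and 0 reversed.

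DESeq2 gave 99 global DEGs in place of 65, of which 57 were shared, and 306 time-adjusted DEGs in place of 171, of which 163 were shared; the cause was not tested. With its default alpha of 0.1 it gave 291 time-adjusted DEGs. The likelihood ratio test of genotype and interaction terms together gave 88, and the cause was not tested. No scaling moved the share of higher genes among the DEGs by over 10 percentage points.

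Leaving out the mice of one letter removes 12 of 36 libraries. DEGs, rhythmic genes and mesor DRGs were fewer in each of the 3 such fits, as fewer samples give, with from 16 to 24 global and from 40 to 81 time-adjusted DEGs, from 3695 to 4305 rhythmic genes in THRB WT, from 3179 to 3729 in THRB KO and from 1914 to 2426 in both. Mesor DRGs ranged from 485 to 771, amplitude DRGs from 203 to 336 and phase DRGs from 89 to 167, and the latter 2 were more than with all mice when letter a was left out; the cause was not tested. The mean phase difference ranged from 0.0746 to 0.540 h, with the lowest value without letter c; the cause was not tested. The immune list peaked from 4.14 to 4.78 h later in THRB KO in these fits, against 5.28 h with all mice, and was past p of 0.05 in none of them.

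With p-values adjusted by the Benjamini-Hochberg procedure, 83 mesor, 0 amplitude and 0 phase DRGs remained in number, against 931, 302 and 165 at an unadjusted p under 0.05. With all tested genes in place of the rhythmic ones, there were 2011 mesor and 1292 phase DRGs, with 17994 genes in each test in place of 7139 and 3669. The phase DRGs were then 7.18% of the genes tested in place of 4.50%; the cause was not tested. The share of genes rhythmic in THRB WT alone that peaked from ZT12 to ZT18 was 33.4% with an amplitude of at least 0.2, against 30.5%; the cause was not tested. The phase difference of the immune list was 5.18 h with z-scores (Wald p = 0.0502) and 5.22 h with log2 CPM values (Wald p = 0.0549), against a Wald p of 0.0479 in the fit reported; the cause was not tested.

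With mice of the same sampling time and letter as a pair (replicate block), 387 genes passed in the global and in the time-adjusted comparison, which are then the same model, and 1370 genes differed in mesor. Of the 387 genes, 128 had an adjusted p under 0.01 and 46 under 0.001. The deviations of mice with the same letter had a mean correlation of 0.213 (from -0.0848 to 0.389 over 18 pairs, with 15 over 0.1), against -0.107 for mice with different letters. Of 46656 pairings of the letters, 2 gave as large a mean, and for 15 of 18 pairs the animal numbers differ by at most 10, which speaks for a shared origin of mice with the same letter. Because not every pair was over 0.1 and no source says what a letter stands for, the letters were not taken to pair the mice, and this stays open. The splits of the mice do not keep the letters apart, so the comparisons with splits for the interaction, the amplitude, the phase and the mean phase difference hold only if the letters do not pair the mice. The same limit applies to the permutation tests of the clock genes, of the immune list and of late against other sampling times. No paired version of these was run. Of the 31 named genes with alternative fits, the block changed 1 call, that of *Lrp2* in the global comparison (log2 fold change 0.71, adjusted p = 0.0188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

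Over all sampling times the 3 lipid lists kept their direction and their side of the threshold in all 20 alternatives. At single sampling times they kept their direction in all 18 alternatives, but with 3 mice against 3 the p cannot go below 0.1, so no threshold could be crossed. The 277 genes gave 0 calls with DESeq2 and with the replicate block (9 and 32 genes at an unadjusted p under 0.05, against 9). The interaction gave 0 calls with DESeq2 and with the replicate block, with 609 and 861 genes at an unadjusted p under 0.05. Genes with few counts limit the comparison by depth: 13030 genes had at least 10 counts in every library, and among these alone 57 global and 182 time-adjusted DEGs were found.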

Differences from the paper's values

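The tests of this part follow the comparisons of the paper. Some were chosen after results had been seen. These are the contrast for the statements on sampling times (ZT18-24), both settings of alpha in DESeq2, and the likelihood ratio test of genotype and interaction together.

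The paper's number of global DEGs is 99, and 65 were found here. DESeq2's Wald test, an alternative set before the data were examined and the paper's tool, gave 99; its alpha of 0.05 was settled after it was seen to give the paper's number, and the default alpha of 0.1, added after seeing the values, gave 96. The other alternatives set before the data were examined gave from 16 to 63 genes or 65 with DESeq2's size factors in edgeR, and 387 with the replicate block, and did not close the gap. Of these DEGs the paper counts 49 as lower in THRB KO, against 28 here, 50 with DESeq2's Wald test and 49 with its default alpha; no other alternative closed this gap.

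The paper's number of time-adjusted DEGs is 306, against 171 here. DESeq2's likelihood ratio test gave 306 with the same alpha, and 291 with the default alpha that was added after seeing the values. The replicate block gave 387, within 1.5 times of the paper's number, and the remaining alternatives set before the data were examined gave from 40 to 182. The likelihood ratio test of genotype and interaction together, chosen after seeing the values, gave 88.

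The paper reports 9746 rhythmic genes in THRB WT and 9271 in THRB KO livers, against 5709 and 5099 here. None of the alternatives set before the data were examined closed these gaps, and the closest were Benjamini-Hochberg adjusted p-values under 0.05 in each method, with 6321 and 5596 genes. The genes rhythmic in both are about 6900 in Fig. 2A, read by eye, against 3669 here, and those rhythmic in THRB KO alone about 2400 in Fig. 2A, read by eye, against 1430; no alternative closed these gaps either.

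For mesor the paper reports 1446 DRGs, of which 682 were lower in THRB KO, against 931 and 382 here. With all tested genes in place of the rhythmic ones there were 2011 and 985, and with the replicate block 1370 and 559, both within 1.5 times of the paper's numbers; the other alternatives set before the data were examined did not close the gaps. For phase the paper reports 369 DRGs, 98 advanced and 271 delayed, against 165, 27 and 138 here. None of the alternatives set before the data were examined closed these gaps, and all tested genes gave 1292, 486 and 806. The sets of genes differ. The paper's comparison held 12099 genes, against 7139 tested for mesor and 3669 tested for phase here. For 1999 of the 12099 genes the joint cosinor could be compared, and 100% had a mesor p on the same side of 0.05. That argues against the model as the source of the gap in mesor for these genes.

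In the text of the paper 1 more global DEG is higher than lower in THRB KO, while Fig. 1B labels the larger number as lower; DESeq2 gave 49 higher and 50 lower here. The paper names *Lrp2* and *Cyp2a22* among the global DEGs. Here their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0946 and 0.119, and DESeq2 calls all 26 genes labelled in Fig. 1B, with an adjusted p of 0.0225 for *Lrp2*. *Lrp2* was also called with the replicate block (adjusted p = 0.0188) and, with sampling time in the model, by edgeR (adjusted p = 0.0454).

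The paper places the fewest peaks of the genes rhythmic in a single genotype at ZT12-18 in both genotypes. Here that window held 30.5% of the genes rhythmic in THRB WT alone, the highest share of the 4 windows. It held 20.2% of those in THRB KO alone, the lowest share. The sets of genes differ from the paper's, since MetaCycle, DryR and CircaN were not used here. The paper calls the mean phase delay significant; here the delay was 0.399 h, and 15 of 100 splits of the mice gave a mean as large. The paper gives phase DRGs a larger number than amplitude DRGs, while here there were 165 and 302. Phase was tested over the genes rhythmic in both genotypes, which were 3669 here and about 6900 in Fig. 2A, read by eye.

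The paper describes immune transcripts as advanced in THRB KO by phase set enrichment, which was not run here, and the pathway mean of the immune genes in Fig. 6C as changed in keeping with it. Here the peak of the immune list came at 2.63 h in THRB KO and at 21.3 h in THRB WT, a difference of 5.28 h towards later times. Fig. 6C marks the cholesterol genes as not rhythmic in both genotypes, while the list mean here had a rhythm p of 4.7e-06 in THRB WT and 1.5e-07 in THRB KO. The paper describes stronger mesor effects of the lipid genes at ZT18-24. Here the difference at ZT18 and ZT22 minus that at the other times was 0.01 for the cholesterol and bile acid list (permutation p = 0.912), -0.01 for the fatty acid oxidation list (p = 0.937) and -0.11 for the acyl-CoA and fatty acid transport list (p = 0.0555).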

Other observations

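The splits of the mice and the window of 20 Mb around *Thrb* with its test were set before the results were seen, and every other test in this part was chosen after the result was seen.

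The number of DEGs, of rhythmic genes and of DRGs was compared with that in 100 splits of the mice, the real one included. Only the real split (1 of 100) gave as many as 65 global DEGs, and only the real split (1 of 100) as many as 171 time-adjusted DEGs; the largest numbers in the others were 1 and 2. For the interaction of genotype and sampling time, where 0 genes passed and every split gives at least 0, the number at an unadjusted p under 0.05 was compared: 97 of 100 splits gave at least the 484 genes of the real split, with a mean of 860 over the others. No shuffle of sampling time (1 of 100 with the real order) gave as many rhythmic genes in THRB WT, and none (1 of 100) in THRB KO; the largest numbers were 1315 and 1281. The difference of 610 rhythmic genes between genotypes was reached in 40 of 100 splits. As many mesor DRGs were found in 3 of 100 splits, as many amplitude DRGs in 65 and as many phase DRGs in 68. A mean phase difference as large was found in 15 of 100 splits. For the 277 TH-regulated genes, chosen by the study partly for the absence of a change in these mice, 78 of 100 splits gave at least the 9 genes found at an unadjusted p under 0.05. These counts argue against a chance split as the source of the DEGs and the mesor DRGs. For the interaction, the amplitude and phase DRGs, the mean phase difference and the difference in the number of rhythmic genes, the values are no larger than other splits of the same mice often give.

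DEGs were more frequent near *Thrb*. Of the 171 time-adjusted DEGs, 10 (5.85%) lie within 20 Mb of *Thrb* on chromosome 14, against 198 (1.10%) of the 17994 tested genes (odds ratio 5.83; Fisher's exact test, two-sided, p = 2.0e-05). They are *Itih3*, *Acox2*, *Rpl15*, *Nkiras1*, *Abhd6*, *Il3ra*, *Nid2*, *Gm3839*, *4930452B06Rik* and *Gm48600*, of which 4 were higher in THRB KO livers. *Itih3*, *Acox2*, *Abhd6*, *Il3ra* and *Gm48600* were not past the threshold in at least 1 of the fits that left out the mice of a letter, with an adjusted p of up to 0.224 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Within 5 Mb there were 4 of 62 genes (p = 0.00286), and with the DEGs of DESeq2 12 of 306 lay within 20 Mb (p = 1.5e-04). Of the 79 other windows of 198 genes, 0 held as many DEGs and the largest number was 5, which argues against dense clusters of genes as the cause. From 5 to 20 Mb there were 6 DEGs of 136 genes, against 161 of 17796 beyond the window (Fisher's exact test, two-sided, p = 0.00173). An excess at this distance argues against a local effect of the altered *Thrb* gene on genes within 5 Mb as the whole cause. The values are consistent with a strain variant linked to the *Thrb* allele, of which the controls carry 1 copy and the knockouts 2. The DEGs *Acox2* and *Abhd6* are part of the paper's lipid lists; without the genes in the window the list differences were 0.37 for fatty acid oxidation and -0.21 for fatty acid transport. DEGs also had neighbours elsewhere: of the 161 DEGs outside the window, 39 have another within 0.5 Mb, against a median of 22 and a largest value of 47 in 2000 random sets of tested genes (p = 0.00450). The pairs include members of gene families such as *Mup9* and *Mup-ps4*, *Ugt2b1* and *Ugt2b5* or *Acsm1* and *Acsm2*. DEGs that lie at random among the tested genes rarely give this number, which argues against a random placement of the DEGs outside the window.

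The pseudogene *Gm6123*, labelled in Fig. 1B, has 97.0% identity to *Pdhb*, which lies within 20 Mb of *Thrb*. *Gm6123* rose from 1.11 ± 0.304 to 1.83 ± 0.473 CPM (SD, n = 18 each) while *Pdhb* fell from 151 ± 21.1 to 138 ± 19.1 CPM (SD, n = 18 each). The sum of both changed by -0.13 on the log2 scale (two-sided permutation test, p = 0.00146). The copy gained 0.715 CPM, far less than *Pdhb* lost, so a move of reads from *Pdhb* to *Gm6123* may explain the rise of the copy and cannot be told apart from a change of the copy itself, because the copy is too small beside its parent for the sum to decide.

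In 1 THRB KO mouse (ZT10, letter c) *Gm3839* had 8.72 CPM (292 counts), against 0.421 to 1.22 in the other 17 THRB KO and 4.24 to 11.6 CPM in the THRB WT mice. In the other 35 libraries 5 genes separated the genotypes without overlap, and for 4 of these 5 this mouse lay on the side of THRB KO, the exception being *Gm3839*. This argues against a mislabelled sample. *Rpl15* was at 120 CPM in this mouse, within the 106 to 133 CPM of the other THRB KO mice and below the 127 to 147 CPM of THRB WT mice. *Abhd6* was at 39.6 CPM, within the range of both genotypes. Of the counts of *Pdhb* and *Gm6123*, 0.684% lay on *Gm6123* in this mouse. The share was 0.867% to 2.05% in the other THRB KO and 0.471% to 0.965% in THRB WT mice. *Pdhb* lies on the same side of *Rpl15* as *Gm3839*, but *Gm6123* has few counts. A recombination between *Gm3839* and *Rpl15* is a candidate explanation for the 8.72 CPM of *Gm3839*, which a single mouse without its genotype at these genes leaves open.

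The mean phase difference of the clock genes was 0.533 h (two-sided permutation test, p = 0.0872), and of all genes rhythmic in both genotypes 0.399 h. Without the mice of letter c the mean of the clock genes was 0.122 h. A shift of the clock shared by all rhythmic genes cannot be told apart from chance here, because the mean of both sets depends on the mice of letter c. The permutations also ignore a possible pairing of mice by letter, and no paired version was run.

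*Cyp2b9* and *Mup9*, among the genes with the largest changes, are known for expression that differs between male and female mouse livers, so lists of female-biased and male-biased genes were tested. Of 27 female-biased genes 21 were tested, and their mean was higher in THRB KO livers by 0.25 VST units (two-sided permutation test, p = 0.0170). Without the mice of letter a or c its p was 0.0641 and 0.125. Without the genes the paper names, 17 female-biased genes differed by 0.06 (p = 0.491). The 26 male-biased genes were lower, by -0.39 (p = 0.0108), and the 24 of them that the paper does not name by -0.36 (p = 0.0221). Without the mice of letter c, the difference was -0.36 for the 26 genes (p = 0.0594) and -0.31 for the 24 genes (p = 0.112). Without those of letter a or b, the same test gave p of 0.0370 and 0.0166 for the 26 genes. For the 24 genes it gave 0.0497 and 0.0290. The lists were shortened after a first test of longer versions that gave nearly the same result. The highest count of *Xist* in a library was 10 and the lowest of *Ddx3y* 1069, which argues against a female mouse among the libraries. A shift of the sex-biased programme of the liver may contribute to the values of the male-biased genes. Their difference kept its sign and most of its size without letter c, while p rose with fewer libraries. For neither list can such a shift be told apart from chance here, because the lists were written after the changes were seen. Leaving out the genes the paper names removes the 2 female-biased DEGs, so the small difference of the remaining genes was partly set by that choice.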
